# Gut microbiota-derived ursodeoxycholic acid alleviates low birth weight-induced colonic inflammation by enhancing M2 macrophage polarization

**DOI:** 10.1186/s40168-022-01458-x

**Published:** 2023-01-31

**Authors:** Yu Pi, Yujun Wu, Xiangyu Zhang, Dongdong Lu, Dandan Han, Jiangchao Zhao, Xiaojiao Zheng, Shiyi Zhang, Hao Ye, Shuai Lian, Yu Bai, Zhenyu Wang, Shiyu Tao, Dongjiao Ni, Xinhua Zou, Wei Jia, Guolong Zhang, Defa Li, Junjun Wang

**Keywords:** Low birth weight, Microbiome, Bile acids, Macrophage, Immunity

## Abstract

**Background:**

Low birth weight (LBW) is associated with intestinal inflammation and dysbiosis after birth. However, the underlying mechanism remains largely unknown.

**Objective:**

In the present study, we aimed to investigate the metabolism, therapeutic potential, and mechanisms of action of bile acids (BAs) in LBW-induced intestinal inflammation in a piglet model.

**Methods:**

The fecal microbiome and BA profile between LBW and normal birth weight (NBW) neonatal piglets were compared. Fecal microbiota transplantation (FMT) was employed to further confirm the linkage between microbial BA metabolism and intestinal inflammation. The therapeutic potential of ursodeoxycholic acid (UDCA), a highly differentially abundant BA between LBW and NBW piglets, in alleviating colonic inflammation was evaluated in both LBW piglets, an LBW-FMT mice model, and a DSS-induced colitis mouse model. The underlying cellular and molecular mechanisms by which UDCA suppresses intestinal inflammation were also investigated in both DSS-treated mice and a macrophage cell line. Microbiomes were analyzed by using 16S ribosomal RNA sequencing. Fecal and intestinal BA profiles were measured by using targeted BA metabolomics. Levels of farnesoid X receptor (FXR) were knocked down in J774A.1 cells with small interfering RNAs.

**Results:**

We show a significant difference in both the fecal microbiome and BA profiles between LBW and normal birth weight animals in a piglet model. Transplantation of the microbiota of LBW piglets to antibiotic-treated mice leads to intestinal inflammation. Importantly, oral administration of UDCA, a major BA diminished in the intestinal tract of LBW piglets, markedly alleviates intestinal inflammation in LBW piglets, an LBW-FMT mice model, and a mouse model of colitis by inducing M2 macrophage polarization. Mechanistically, UDCA reduces inflammatory cytokine production by engaging BA receptor FXR while suppressing NF-κB activation in macrophages.

**Conclusions:**

These findings establish a causal relationship between LBW-associated intestinal abnormalities and dysbiosis, suggesting that restoring intestinal health and postnatal maldevelopment of LBW infants may be achieved by targeting intestinal microbiota and BA metabolism.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-022-01458-x.

## Introduction

Intrauterine growth restriction (IUGR), with approximately 30% prevalence in developing countries and approximately 8% in developed countries, is a significant public health concern worldwide [1]. IUGR impairs the growth and development of mammalian embryo/fetus or fetal organs during gestation, leading to low birth weight (LBW) [2], delayed growth, and permanent maldevelopment of infants during the postnatal period in humans, as well as livestock species [3]. Infants lower than 2500 g are defined as LBW by World Health Organization [4] and are often accompanied by digestive disorders such as necrotizing enterocolitis [3]. Of domestic livestock species, the pig exhibits the most IUGR occurrences and the pattern of growth retardation in the naturally occurring IUGR piglet is very similar to that which occurs naturally in the IUGR human neonate [5, 6], and it is an established animal model for studies of IUGR during prenatal and postnatal lives—that is, fetal programming and nutrient intervention [7–9]. In LBW piglets, the inflammatory response is heightened during the first 12 h after birth [10]. In addition, LBW also impairs the hindgut health associated with increased production of proinflammatory cytokines (e.g., IL-1β and TNF-α) and epithelial barrier dysfunction in pigs at the growing stage [11, 12].

The mammalian intestine, especially the large intestine, is colonized by a large number of bacteria (approximately 10^10^–10^12^ per gram of digesta) with high diversity (greater than 400 bacterial species) [13, 14]. One of many important functions carried out by the intestinal microbiome is the deconjugation of the primary bile acids (BAs) and subsequent biotransformation to the secondary BAs such as deoxycholic acid (DCA) and lithocholic acid (LCA) [15, 16]. Certain *Lactobacillus*, Erysipelotrichaceae, Lachnospiraceae, *Clostridium*, and *Bacteroides* encode the bile salt hydrolase (*bsh*) gene, while other *Lactobacillus*, Lachnospiraceae, Ruminococcaceae, Clostridiaceae, *Eubacterium*, and *Peptostreptococcus* carries the BA-inducible (*bai*) operon with the 7α-dehydroxylase activity [17–19]. The involvement of microbial BA dysmetabolism in inflammatory bowel disease (IBD) including ulcerative colitis and Crohn’s disease has been extensively studied [20]. Conjugated BA levels in the feces of IBD patients are higher than those in healthy individuals, while secondary BA levels are lower, due to an impairment of the deconjugation and transformation abilities of IBD-associated microbiomes [20].

However, a mechanistic understanding of these microbiome-BA-disease associations is lacking. Thus, the role of BA and its relationship with the intestinal microbiome in enteric diseases need to be elucidated and explored for potential therapeutic options [21]. The intestinal microbiota composition and fecal metabolome are known to be different between LBW and NBW piglets during early life [22, 23]. In addition, the total amount and synthesis of BAs in LBW infants are often reduced [24, 25]. BAs are well known to directly regulate the cells of innate immunity and act as a ligand of farnesoid X receptor (FXR) [26, 27]. Activation of FXR subsequently suppresses the release of IL-1β, IL-6, and TNF-α from LPS-primed macrophages [28, 29]. However, the microbial BA metabolism in LBW and the involvement of BAs in heightened intestinal inflammation in LBW remain largely unknown.

We hypothesized that the difference in the intestinal microbiota composition between LBW and NBW piglets alters the BA metabolism in the intestinal tract, resulting in heightened intestinal inflammation in LBW piglets. To test this hypothesis, targeted BA metabolomic profiling and microbiome analysis was employed to investigate the difference in the BA profile and microbiota composition in the intestines of LBW and NBW piglets in early life (two days after birth). Furthermore, both a DSS-induced colitis mouse model and a cell culture model were further employed to explore the role of ursodeoxycholic acid (UDCA), a secondary BA that is overly reduced in LBW piglets, in regulating intestinal inflammation and the potential underlying mechanisms involved. These studies will shed light on the dysregulation of the intestinal microbiota and BA metabolism in LBW, which will help elucidate the causes of the developmental defects associated with LBW and provide new approaches to the prevention and treatment of LBW-induced intestinal inflammation and postnatal maldevelopment.

## Materials and methods

### Piglets and fecal sample collection

A total of 14 litters of Duroc × (Landrace × Large White) piglets were naturally delivered from 14 multiparous sows (Landrace × Large White; 2-4 parities) after 113–114 days of gestation. Sows were fed a corn-soybean meal-based diet according to the NRC recommendations, with free access to water. The weights of newborn piglets were individually recorded immediately after birth, and one LBW piglet (0.75∼0.95 kg) and one NBW piglet (1.35∼1.55 kg) were obtained from each litter and housed individually in the same house. No cross-fostering was used in this study. None of the sows and piglets were administered antibiotics or any other drugs throughout the experiment. Fresh fecal samples were collected from the terminal rectum by a sterile cotton swab of 14 LBW and 14 NBW piglets on day 2 and then divided into two portions, with one flash-frozen in liquid nitrogen and then stored at −80°C until the microbiome and BA profiling analysis and the other portion used for fecal microbiota transplantation (FMT).

### Fecal microbiota transplantation

Fresh feces from both LBW and NBW piglets were diluted 5-fold individually in sterile PBS containing 15% glycerol (v/v), homogenized, aliquoted, and stored at −80 °C for future FMT to mice. A total of 16, 4-week-old male C57BL/6 SPF mice (Biotechnology Co., Ltd., Beijing, China) were treated with antibiotics (Meilun Bio., Dalian, China) (1 g/L streptomycin, 0.5 g/L ampicillin, 1 g/L gentamicin, and 0.5 g/L vancomycin) to deplete the intestinal microbiota as described [30]. The antibiotics were diluted in drinking water and replenished every other day. After 2 weeks of treatment, bacterial depletion in mice was confirmed using conventional bacterial culture on blood agar, McConkey agar, and Luria-Bertani (LB) broth (Beijing Land Bridge Technology Ltd., Beijing, China). Microbial DNA was further extracted from feces with QIAamp DNA Stool Mini Kit (Qiagen, Valencia, CA, USA), and total bacteria were quantified using quantitative PCR (qPCR) with universal primers for eubacteria as described [31]. For FMT, microbiota-depleted mice were orally inoculated with 0.2 mL of fecal microbial suspension from individual LBW or NBW donors once every other day for 4 weeks, with eight animals per treatment. Mice were weighed individually every 2 days, and colonic digesta and tissues were collected at the end of the study for further analyses.

### DSS-induced colitis in mice and ursodeoxycholic acid (UDCA) treatment

A total of 24, 8-week-old male C57BL/6 SPF mice were randomly divided into three groups, including a control group, a dextran sulfate sodium (DSS) group, and a DSS plus UDCA (Sigma-Aldrich, St Louis, MO, USA) enema group (50 mg/kg BW) (*n* = 8). Acute experimental colitis was induced with 3% DSS (36–50 kDa; MP Biomedicals, Santa Ana, CA, USA) in drinking water given ad libitum for 7 days. Body weight was measured daily throughout the experiment. Acute colitis was evaluated using a disease activity index (DAI) (Supplemental Table S1), colon length, and histological scoring system as previously described [32]. On day 8, mice were sacrificed, and the entire colon was removed for length measurement. A 2-cm segment of colon descendens was collected and fixed in 4% paraformaldehyde for processing for histopathological examinations.

### UDCA administration to LBW piglets

A total of 10 multiparous sows (Landrace × Large White; 2~4 parities) were fed a corn-soybean meal-based diet to meet the NRC recommendations, with free access to the water throughout the entire experiment. Ten litters of Duroc × (Landrace × Large White) piglets were spontaneously delivered from sows after 113∼114 days of gestation. The weight of the newborn piglet was recorded immediately after parturition, and 2 LBW piglets (0.75∼0.95 kg) were obtained from each litter and randomly allocated into either the control group with oral administration of 1 mL saline or the UDCA group with administration of 1 mL UDCA (50 mg/kg BW) daily (*n* = 10 in each group). All piglets were housed in the same environment. No cross-fostering was used in this study. None of the sows and piglets were administered antibiotics or any other drugs throughout the experiment. On day 8, six piglets were randomly selected from each group and sacrificed to collect the colonic tissue after weighing. Tissue samples were stored at −80°C until further analysis.

### Depletion of macrophages in mice

Macrophage depletion was performed by intraperitoneal injection of 0.2 mL clodronate liposomes (Liposoma BV, Amsterdam, The Netherlands) into mice 2 days before 3% DSS treatment, and also on day 1 and day 4 during DSS treatment as described [33]. Animals were randomly divided into five groups, including a control group, DSS group, DSS plus UDCA group, DSS plus macrophage depletion group, and DSS plus UDCA plus macrophage depletion group (*n* = 8 in each group). On day 8, mice were sacrificed for sample collection and further analysis as mentioned above.

### Fecal microbiota transplantation and ursodeoxycholic acid (UDCA) treatment

A total of 40, 4-week-old healthy male C57BL/6 SPF mice were selected. After 1 week adaptation period, 2 weeks of antibiotics intestinal microbiota were depleted, and 4 weeks of FMT of NBW or LBW fecal microbiota. Relevant experiment methods refer to the above description. Mice were divided into five groups, including an NBW-FMT group, an LBW-FMT group, an LBW-FMT + UDCA group, an LBW-FMT plus macrophage depletion group, and an LBW-FMT plus UDCA plus macrophage depletion group (*n* = 8 in each group). As for UDCA treatment, mice were orally administered 0.2 mL UDCA solution (50 mg/kg BW) every day. Macrophage depletion was performed 2 days before UDCA treatment, and on day 1 and day 4 during UDCA treatment. On day 8 of UDCA treatment, all the mice were sacrificed to collect the colonic tissue after weighing. Tissue samples were stored at −80°C until further analysis.

### Cell culture and treatments

Murine J774A.1 macrophages were cultured in DMEM (Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (Gibco, Carlsbad, CA, USA) and 1% penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA) at 37°C with 5% CO_2_. Cells were seeded at 2 × 10^5^ cells/plate in a 6-well plate (Corning, Corning, NY, USA) overnight and then treated with 1 μg/mL LPS and 1 mM UDCA individually or in combination for another 24 h. The cells were harvested for RNA and protein extraction and subsequent RT-qPCR, RNA sequencing, Western blot, and flow cytometry analysis.

### RNA interference

Macrophages were transfected with double-stranded, FXR-specific small interfering RNA (forward 5′-CCA AGA ACG CCG UGU ACA ATT-3′ and reverse 5′-UUG UAC ACG GCG UUC UUGGTT-3′) or scrambled siRNA in 6-well plates using Lipofectamine® 3000 Reagent (Thermo Fisher Scientific, San Jose, CA, USA), followed by 1 mM UDCA treatment for 24 h. IL-1β concentrations in the supernatants were measured by ELISA. The cell samples were collected for gene expression of *IL-1β* and protein expressions of p65, p-p65, and FXR.

### Quantitative analysis of BAs

BAs in the feces and colonic digesta were profiled as previously described [34]. Briefly, a Waters ACQUITY UPLC coupled with a Waters XEVO TQ-S Mass Spectrometer with an ESI source controlled by MassLynx 4.1 software (Waters, Milford, MA, US) was used for all analyses. Chromatographic separations were performed with a Waters ACQUITY BEH C18 column (1.7 μm, 100 mm × 2.1 mm internal dimensions). Raw data obtained with a negative mode was analyzed using Waters TargetLynx Application Manager (version 4.1) to obtain calibration equations and concentrations of different BAs in each sample.

### Intestinal microbiome analysis

Total microbial genomic DNA in the feces and colonic digesta was extracted using QIAamp Fast DNA Stool Mini Kit (Qiagen Ltd., Hilden, Germany). The V3–V4 region of the 16S rRNA gene was amplified with the universal primers 341F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). Raw sequences were analyzed using QIIME 2 (version 2020.2) [35]. Initial reads were quality filtered, denoised, assembled, and chimeric sequences were removed using Deblur [36], which generates unique amplicon sequence variants (ASVs) [36]. Only those ASVs with a minimum of two reads and present in more than two samples were retained. The phylogenetic tree was generated using the SEPP algorithm against the Silva 138 database under default settings [37]. The functional potential of the intestinal microbiota was predicted using PICRUSt2 [38]. All data were analyzed on the Majorbio I-Sanger Cloud Platform (https://cloud.majorbio.com/). Raw sequence reads were deposited into the NCBI Sequence Read Archive (SRA) database under accession number PRJNA646844 for the feces of piglets and PRJNA714049 for the colonic digesta of mice after FMT.

### Histopathological examinations

Colonic tissue samples were fixed in 4% paraformaldehyde for 24 h, followed by dehydration, embedding in paraffin, sectioning, and staining with hematoxylin and eosin or periodic acid-Schiff (PAS). Subsequent microscopic evaluations were made blindly by an experienced pathologist. The extent of tissue damage was scored as previously described [39]. The degree of epithelial loss on the intestinal surface, crypt destruction, and inflammatory cell infiltration were assessed and included in the histopathological examination (Supplemental Table 2).

### Flow cytometry analysis

Flow cytometry was conducted as previously reported [40]. Briefly, the colonic tissues were minced and incubated in Hank’s balanced salt solution (HBSS) containing 5 mM EDTA and 1 mM DTT at 37°C for 30 min to dissociate the epithelial cells. After filtration through a 100-μm cell strainer, the remaining pieces were incubated with an RPMI medium containing 0.05% collagenase D (Roche, Shanghai, China) and 0.05% DNase I (Roche, Shanghai, China) for 30 min with gentle shaking. As for J774A.1 cell samples, about 1 × 10^6^ cells per sample were collected after experimental treatment. Cell suspensions were then passed through a 70-μm cell strainer and collected for subsequent flow cytometry analysis. Lamina propria mononuclear cells (LPMCs) or J774A.1 cells was stained with the following antibodies: APC anti-mouse/human CD11b (Biolegend/M1/70), PE anti-mouse CD11c (Biolegend/N418), PE anti-mouse F4/80 (Biolegend/BM8), and APC anti-mouse CD206 (MMR) (Biolegend/C068C2). CD11b^+^CD11c^+^ cells were considered M1 macrophages, while F4/80^+^CD206^+^ cells were treated as M2 macrophages [40].

### RNA extraction and RT-qPCR

Total RNA was extracted from colonic tissues or J774A.1 cells using TRIzol (Takara Bio, Otsu, Japan), and 1 μg RNA was reverse-transcribed using PrimeScript® RT Reagent Kit with cDNA Eraser (Takara Bio, Otsu, Japan). RT-qPCR was performed with gene-specific primers (Supplemental Table 3) and an SYBR Green master mix on an ABI 7300 real-time PCR system (Applied Biosystems, Foster, CA, USA). Relative fold changes of gene expression were calculated using the cycle threshold (Ct) method and β-actin or GAPDH as a reference gene as previously described.

### RNA sequencing

For RNA sequencing, J774A.1 cells in 6-well plates were treated with UDCA at 1 mM with or without LPS (1 μg/mL) for 24 h. Total RNA was isolated using TRIzol, and RNA quality was assessed using a 2100 Expert Bioanalyzer (Agilent, Palo Alto, CA, USA) and sent for commercial library preparation and sequencing by Majorbio Biotech (Shanghai, China) on Illumina HiSeq 2000. Short sequence reads were analyzed on the Majorbio I-Sanger Cloud Platform (https://cloud.majorbio.com/). Based on GO annotation [41], differentially expressed genes (fold change ≥ 2 and FDR < 0.05) associated with biological processes, cellular components, and molecular functions were analyzed. Immune response-related genes were analyzed based on the KEGG pathway [42]. RNA sequencing data were deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE174489.

### Enzyme-linked immunosorbent assay (ELISA)

The concentrations of IL-1β, TNF-α, and IL-6 in mouse colonic tissues and J774A.1 macrophage cell culture were measured using specific ELISA kits under catalog numbers 88-7013-88, 88-7324-88, and 88-7064-88 (Thermo Fisher Scientific, Waltham, MA, USA), respectively, according to the manufacturer’s instructions.

### Protein extraction and western blot analysis

Frozen mouse colonic tissues and J774A.1 cell pellets were ground using a mortar and pestle under liquid nitrogen and then lysed in RIPA buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl, pH 7.4) containing a cocktail of protease inhibitors (Thermo Fisher Scientific, Waltham, MA, USA). After centrifugation at 13,000×g for 10 min at 4°C, the protein concentration in the supernatant fluid was determined using a BCA Protein Assay Kit (Beyotime Biotechnology, Beijing, China). For Western blot, an equal amount of protein (30 μg) was run in SDS-PAGE together with pre-stained protein markers, transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, Billerica, MA, USA), and blocked in 5% fat-free milk at room temperature in TTBS (20 mM Tris/150 mM NaCl, 0.1% Tween-20, pH 7.5) for 1 h. Membranes were incubated with primary antibodies, FXR (cat. no. 72105, 1:1000), p65 (cat. no. 6956, 1:1000), p-p65 (cat. no. 3033, 1:1000), p38 (cat. no. 8690, 1:1000), p-p38 (cat. no. 4511, 1:1000), ERK1/2 (cat. no. 4695, 1:1000), p-ERK1/2 (cat. no. 4370, 1:2000), JNK1/2 (cat. no. 9252, 1:1000), and p-JNK1/2 (cat. no. 4668, 1:1000) at 4 °C overnight with gentle rocking. All primary antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). After three washes in TTBS, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (Goat anti-Rabbit IgG, Thermo Fisher Scientific, Waltham, MA, USA) at 1:5000 dilution for 1 h at room temperature. The signal was developed using Supersignal West Dura Extended Duration Substrate (Pierce, Rockford, IL, USA). Chemiluminescence was detected and quantified using Alpha Imager 2200 (Alpha Innotech, San Leandro, CA, USA) and normalized to the β-actin expression level in each sample.

### Statistical analysis

All statistical significance was assessed using one-way analysis of variance (ANOVA), followed by post hoc Tukey’s test for pairwise comparisons (SPSS 20 software, IBM, Armonk, NY, USA). All results were expressed as means ± SEM. Differences were considered statistically significant if *P* < 0.05. Orthogonal partial least squares-discriminant analysis (OPLS-DA) was performed to discriminate the intestinal BA profiles between treatment groups. Scatter plots were drawn using GraphPad Prism 6.0.

## Results

### Intestinal BA metabolism has differed between NBW and LBW piglets

To investigate whether BA metabolism is shifted in LBW piglets, targeted profiling of fecal BAs in day-2 NBW and LBW piglets was performed using UPLC-MS. Among a total of 40 BAs identified in the feces of piglets, the majority (75%) showed an increased level of NBW than LBW piglets (Supplemental Fig. 1A). OPLS-DA analysis showed a satisfactory Q^2^Y value of 0.511 and an R^2^Y value of 0.819 (Supplemental Fig. 1B), with a clear separation in the BA profile between NBW and LBW piglets (Fig. 1A). HCA, HDCA, and UDCA are the major BAs in the feces of piglets observed from the results of relative abundance (Fig. 1B). On the whole, the concentration of primary BAs, secondary BAs, and total BAs was significantly decreased in the LBW group, while the ratio of primary BAs to total BAs, secondary BAs to total BAs, and primary BAs to secondary BAs had no significant difference between NBW and LBW piglets (Fig. 1C). Thirteen highly differentially abundant BAs between two groups of piglets were further identified with a variable-importance-in-projection (VIP) value of > 1 (Supplemental Fig. 1C). LBW piglets showed a significant reduction of six BAs with the highest VIP values (UDCA, HDCA, HCA, CDCA, 7-Keto LCA, and βUDCA) compared to NBW piglets (*P* < 0.01) (Fig. 1D and Supplemental Fig. 1D). These results indicated that the BA metabolism in the intestinal tract differed between NBW and LBW piglets.

**Fig. 1:**
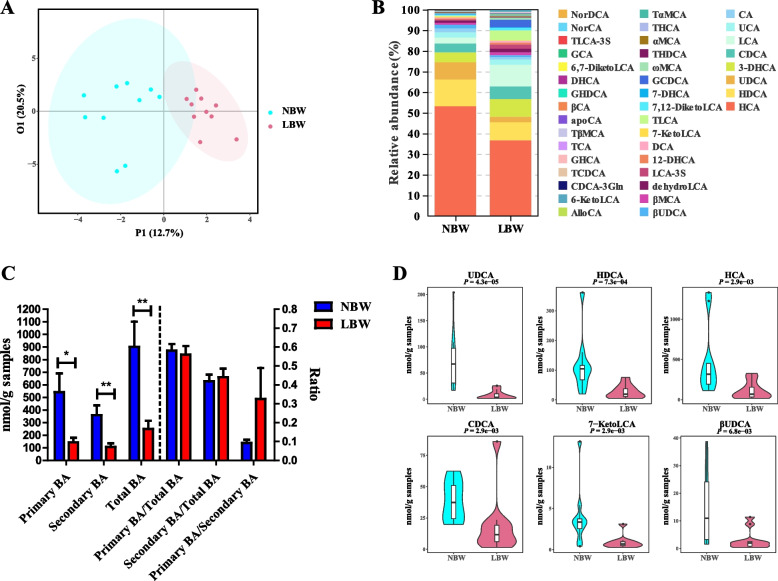
Fecal bile acid (BA) profiles of low birth weight (LBW) and normal birth weight (NBW) piglets 2 days after birth (*n* = 10). **A** OPLS-DA score plot of the fecal BA profiles. **B** Relative abundances of BAs in the feces of NBW and LBW piglets. **C** The concentration of primary BAs, secondary BAs, total BAs, and the ratio of primary BAs to total BAs, primary BAs to total BAs, and primary BAs to secondary BAs. **D** Violin plots of the six most differentially abundant fecal BAs. Data are presented as means ± SEM in panels **C** and **D**. *P < 0.05, **P < 0.01

### FMT recapitulates LBW-characteristic intestinal microbiota and colonic inflammation in mice

To examine whether the intestinal microbiota of LBW piglets is responsible for eliciting intestinal inflammation, FMT was performed with the fecal microbiota prepared from either LBW or NBW piglets to antibiotic-treated mice for the depletion of the intestinal microbiota (Fig. 2A). As expected, after oral administration of a cocktail of antibiotics for 2 weeks, mice showed an obvious decrease in culturable bacteria (Supplemental Fig. 2A) and the amount of bacterial DNA (Supplemental Fig. 2B) with a 4-log reduction in total bacteria in the feces (Supplemental Fig. 2C). FMT caused no differences in feed intake between LBW-FMT and NBW-FMT mice (*P* > 0.05) throughout the entire experiment (Supplemental Fig. 2D). However, the body weight of LBW-FMT mice was significantly reduced relative to that of NBW-FMT mice (*P* < 0.05) from day 24 after FMT (Fig. 2B). The colons of NBW-FMT mice were largely healthy, while LBW-FMT mice had fewer goblet cells and significantly higher histological scores (Fig. 2C). In addition, LBW-FMT mice showed a significant upregulation of the expressions of inflammatory cytokines (*IL-1β* and *TNF-α*) and downregulation of mucin-2 (*MUC2*) and BA receptor (*FXR*) in the colon (*P* < 0.05) (Fig. 2D).

**Fig. 2:**
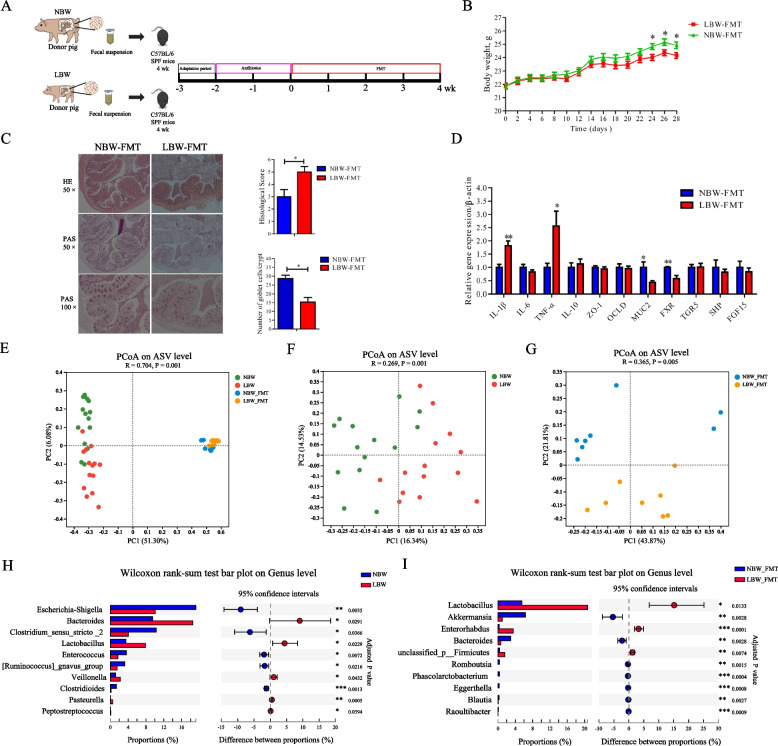
Effects of fecal microbiota transplantation (FMT) of NBW and LBW piglets to antibiotic-treated mice on gut microbial composition and intestinal health (*n* = 8). **A** Schematic outline of the experimental design. **B** Body weight changes of mice after FMT. **C** Representative H&E staining (50× magnification), PAS staining (50× and 100× magnification), histology score of the colonic sections, and the number of goblet cells of the mice after FMT. **D** The mRNA expression levels of genes related to inflammation, barrier function, and bile acid receptors in the colon of mice after FMT. Principal coordinates analysis (PCoA) plot of the microbiomes between the donor piglets and the recipient mice (**E**), and the fecal microbiomes of LBW and NBW piglets (**F**) or the colonic microbiomes of mice following FMT (**G**) based on the Bray-Curtis distance. Differential enrichment of bacterial genera between LBW and NBW groups (**H**) or between LBW-FMT and NBW-FMT groups (**I**) based on the Wilcoxon rank-sum test. Data are presented as means ± SEM. *P < 0.05, **P < 0.01. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets

To further examine the differences in the microbiota composition between NBW and LBW piglets and NBW-FMT and LBW-FMT mice, 16S rRNA gene sequencing was respectively performed with the fecal and colonic digesta bacterial DNA, showing a satisfactory sequencing depth (Supplemental Fig. 3A). The α-diversity indices such as ACE, Chao1, and Shannon index of the fecal microbiota of LBW piglets were markedly higher than those of NBW piglets (*P* < 0.05) (Supplemental Fig. 3B), while there were no significant changes in α-diversity between LBW-FMT and NBW-FMT mice (Supplemental Fig. 3C). On the whole, there were clear segregation of the microbiota structure of fecal samples between NBW and LBW piglets and colonic digesta samples between NBW-FMT and LBW-FMT mice based on the Bray-Curtis, weighted unifrac distance, and unweighted unifrac distance (ANOSIM, *P* < 0.05) (Fig. 2E and Supplemental Fig. 3D and G). In specific, clear segregation of the microbiota structure based on the Bray-Curtis (ANOSIM, *P* < 0.05), weighted unifrac distance (ANOSIM, *P* < 0.05) and unweighted unifrac distance (ANOSIM, *P* = 0.10) were observed between NBW and LBW piglets (Fig. 2F and Supplemental Fig. 3E and H), and also a clear separation of the microbiota in the Bray-Curtis, weighted unifrac, and unweighted unifrac distance were observed between the LBW-FMT and NBW-FMT groups (ANOSIM, *P* < 0.05) (Fig. 2G and Supplemental Figs. 3F and 4I). The microbiota was dominated by two phyla (i.e., Firmicutes and Bacteroidota) (Supplemental Fig. 4A) and three genera including *Escherichia-Shigella*, *Bacteroides*, and *Streptococcus* in LBW and NBW piglets while it was dominated by three genera including *Dubosiella*, norank_f_Muribaculaceae, and *Lactobacillus* in LBW-FMT and NBW-FMT mice (Supplemental Fig. 4B). LBW piglets showed a significant increase in the relative abundance of Bacteroidota and a decrease in the relative abundance of Proteobacteria, relative to the NBW piglets (*q* < 0.05) (Supplemental Fig. 4C). However, LBW-FMT mice showed a significant increase in the relative abundance of Actinobacteriota and a decrease in Desulfobacterota and Verrucomicrobiota as compared to NBW-FMT mice (Supplemental Fig. 4D). At the genus level, LBW piglets had significantly higher abundances of *Bacteroides*, *Lactobacillus,* and *Veillonella*, and lower abundances of *Escherichia-Shigella*, *Clostridium sensu stricto* 2, and *Enterococcus* than NBW piglets (*q* < 0.05) (Fig. 2H). However, LBW-FMT mice had higher abundances of *Lactobacillus* and *Enterorhabdus* and lower abundances of *Akkermansia* and *Bacteroides* (*q* < 0.05), relative to NBW-FMT mice (Fig. 2I). These results showed that the pattern of gut microbiota in mice after FMT was different from that of the donor piglets, suggesting that microbial function may be the key factor causing intestinal inflammation in LBW piglets.

### FMT recapitulates LBW-characteristic intestinal microbial BA-related function in mice

Functional prediction using PICRUSt2 revealed that the functions of primary BA biosynthesis and secondary BA biosynthesis were significantly altered by LBW (LDA > 2, *P* < 0.05) (Fig. 3A), the relative abundance of bacteria harboring the 7α-hydroxysteroid dehydrogenase (7α-*HSDH*) gene was significantly decreased, while BA 7-dehydroxylation (*baiJ*)-active bacteria were significantly increased in LBW piglets compared with NBW piglets (*P* < 0.05) (Fig. 3B). The relative abundance of bacteria harboring the *7α-HSDH* gene was also significantly reduced in LBW-FMT mice (*P* < 0.05) (Fig. 3C). Using qPCR, we further confirmed that *7α-HSDH* and *7β-HSDH* gene copy numbers were markedly decreased both in LBW piglets and LBW-FMT mice (*P* < 0.05) (Fig. 3D, E). It is noted that all BAs and microbial enzymes involved in the biosynthesis of UDCA from CDCA (Fig. 3F) were significantly reduced in LBW piglets (*P* < 0.05). Perhaps it is unsurprising that the gene copy numbers of *7α-HSDH* and *7β-HSDH* showed a significant positive correlation with fecal levels of UDCA (*P* < 0.05), while *baiJ* was negatively correlated with UDCA (*P* < 0.05) (Fig. 3G). These results suggested an obvious alteration in microbial BA metabolism in LBW piglets.

**Fig. 3:**
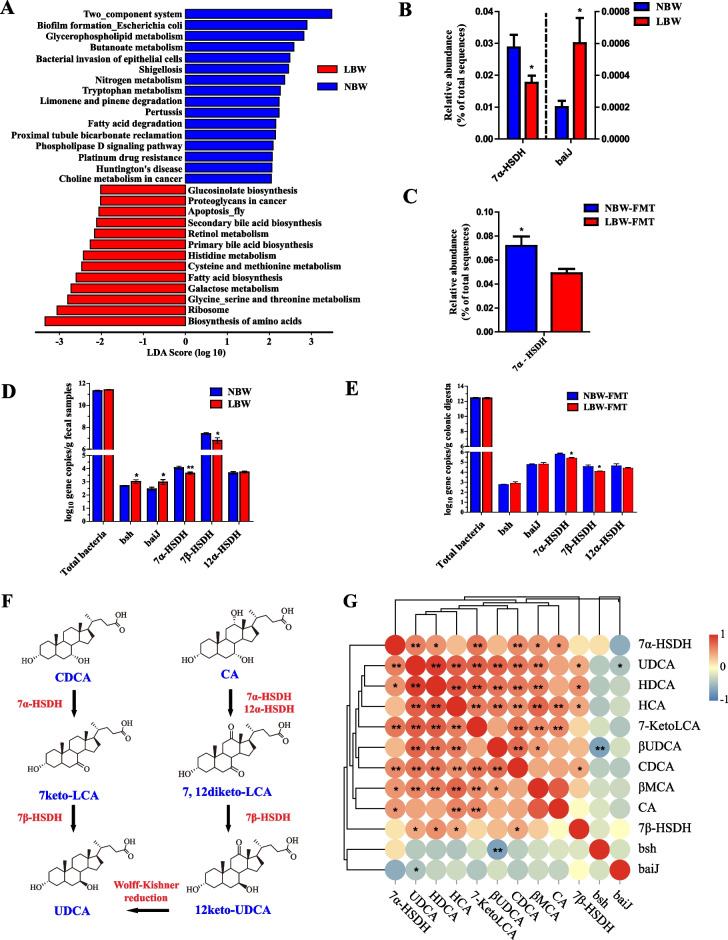
Microbial functional analysis in mice transplanted with the feces of NBW and LBW piglets (*n* = 8). **A** LEfSe analysis of the predicted microbial function based on PICRUSt2 between LBW and NBW groups. Differential enrichment of 7α-hydroxysteroid dehydrogenase (*7α-HSDH*) and BA 7-dehydroxylation (*baiJ*)-positive bacteria in the feces of LBW and NBW piglets (**B**) or colonic digesta of LBW-FMT and NBW-FMT mice (**C**) based on PICRUSt2 functional prediction. Gene copy numbers of *baiJ*, BA hydrolase (*bsh*), *7α-HSDH*, *7β-HSDH*, and *12α-HSDH* in feces of LBW and NBW piglets (**D**) or the colonic digesta of LBW-FMT and NBW-FMT mice (**E**) based on the qPCR analysis. **F** The synthesis pathway of UDCA by microbial biotransformation from CA and CDCA. **G** Spearman correlation between the gene copy numbers of individual BA-metabolizing genes and the concentrations of BAs in feces of LBW and NBW piglets. Data are presented as means ± SEM in panels **B**, **C**, **D**, and **E**. *P < 0.05, **P < 0.01. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets

Targeted profiling of BAs revealed a reduction of most BAs in the colon of LBW-FMT mice (Supplemental Fig. 5A). An OPLS-DA model, as indicated by corresponding Q^2^Y and R^2^Y values, was suggested to be effective (Supplemental Fig. 5B) and showed a clear separation between NBW-FMT and LBW-FMT mice (Fig. 4A). ωMCA, βMCA, and DCA are the major BAs in the colon of mice after FMT observed from the results of relative abundance (Fig. 4B). On the whole, the concentration of primary BAs, secondary BAs, and total BAs was significantly decreased in the LBW-FMT group, and the ratio of primary BAs to total BAs, secondary BAs to total BAs, and primary BAs to secondary BAs had no significant difference between NBW-FMT and LBW-FMT piglets (Fig. 4C). A total of 19 highly differentially enriched BAs with a VIP value of > 1 were identified (Supplemental Fig. 5C). Relative to NBW-FMT mice, LBW-FMT mice showed significantly reduced concentrations of UDCA, HCA, and 12-DHCA (*P* < 0.05) (Fig. 4D and Supplemental Fig. 5D). Furthermore, the gene copy numbers of both *7α-HSDH* and *7β-HSDH* were significantly correlated with the UDCA concentrations in the colon (Fig. 4E). In addition, the gene expression levels of two proinflammatory cytokines (IL-1β and TNF-α) were significantly negatively correlated with the colonic concentrations of UDCA (Fig. 4F). These results indicated that the LBW phenotype can be recapitulated through interspecies FMT and the intestinal whole microbiome is responsible for BA metabolism and intestinal inflammation observed in LBW piglets.

**Fig. 4:**
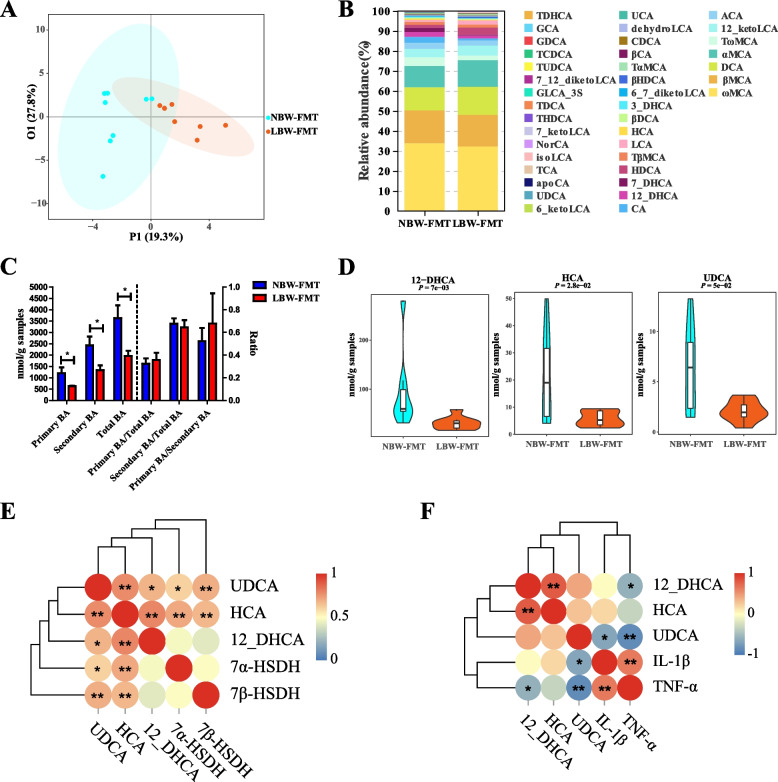
Colonic BA profiles of mice transplanted with the feces of LBW or NBW piglets (*n* = 8). **A** OPLS-DA score plot of the colonic BA profiles. **B** Relative abundances of BAs in the colonic digesta of NBW-FMT and LBW-FMT mice. **C** The concentration of primary BAs, secondary BAs, total BAs, and the ratio of primary BAs to total BAs, primary BAs to total BAs, and primary BAs to secondary BAs. **D** Violin plots of three differentially abundant colonic BAs. **E** Spearman correlation between the gene copy numbers of 7*α-HSDH* and *7β-HSDH* and the concentrations of three differentially abundant BAs in the colon. **F** Spearman correlation between the concentration of BAs and the gene expression of proinflammatory cytokines in the colon. Data are presented as means ± SEM in panels **C** and **D**. *P < 0.05, **P < 0.01. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets

### UDCA exerts anti-inflammatory and barrier-protective effects on both a mouse model of DSS-induced colitis and LBW piglets

Given that UDCA is the most differentially abundant BA in LBW piglets (with the highest VIP value and the lowest *P*-value) showing a significant reduction in LBW-FMT mice and that such a reduction is associated with heightened colonic inflammation in both LBW piglets and LBW-FMT mice, we attempted to explore whether UDCA could directly prevent intestinal inflammation and barrier dysfunction. A mouse model of DSS-induced colitis was first employed with or without oral administration of UDCA at the beginning of a 7-day DSS treatment (Fig. 5A). UDCA significantly ameliorated DSS-induced colitis, as evidenced by markedly reduced weight loss (Fig. 5B), disease activity index score (Fig. 5C), and shortening of the colon length (Fig. 5D, E), and the myeloperoxidase (MPO) concentration in the colon (Fig. 5F). Consistently, UDCA administration led to significantly reduced inflammatory cell infiltration and epithelial layer destruction in DSS-treated mice (Fig. 5G, H). UDCA administration also significantly increased the number of goblet cells compared with the DSS group (Fig. 5I). In addition, UDCA suppressed both mRNA (Fig. 5J) and protein expression levels (Fig. 5K) of proinflammatory cytokines (IL-1β, IL-6, and TNF-α) in the colon. Additionally, UDCA upregulated both mRNA and protein expression levels of a BA receptor (FXR) as well as the mRNA expression of another BA receptor (*TGR5*) in the colon (*P* < 0.05) (Fig. 5L, M).

**Fig. 5:**
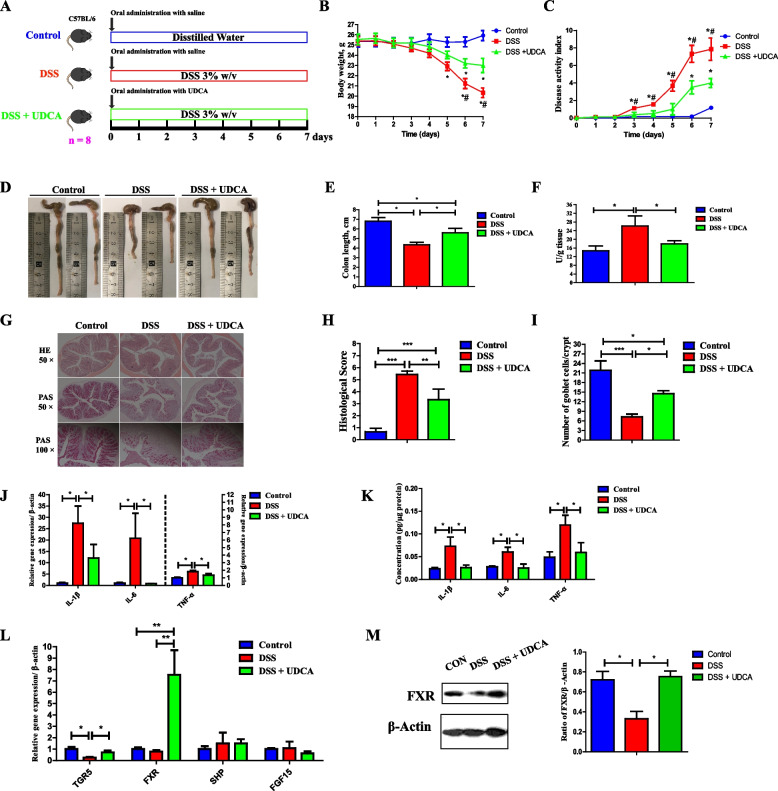
Amelioration of DSS-induced acute colitis in mice by oral administration of UDCA (*n* = 8). **A** Schematic outline of the experimental design. **B** Body weight changes of mice after FMT. **C** Disease activity index score. **D** Representative images of the colon. **E** Colon length. **F** Myeloperoxidase (MPO) concentrations in the colon. **G** Representative H&E staining (×50 magnification) and PAS staining (×50 and ×100 magnification) of the colonic sections. **H** Histology score of the colon. **I** The number of goblet cells. **J** The mRNA expression levels of inflammatory cytokines in the colon. **K** The protein levels of inflammatory cytokines in the colon. **L** The mRNA expression levels of BA receptors in the colon. **M** The protein levels of FXR in the colon. Data are presented as means ± SEM. *P < 0.05, **P < 0.01, *** *P* < 0.001; # *P* < 0.05, relative to the DSS + UDCA group

LBW piglets were further employed to confirm whether UDCA supplementation could reduce intestinal inflammation and improve gut health as observed in mice. UDCA (50 mg/kg) was orally administered to newborn LBW piglets daily for 7 days (Fig. 6A). Body weight on day 8 had a strong tendency to be higher than the control group (*P* = 0.097) (Fig. 6B). UDCA also clearly improved mucosal epithelial integrity and increased the frequency of goblet cells with a significantly reduced histological score in the colon, relative to the control (Fig. 6C). Moreover, similarly to what was observed in DSS-treated mice, UDCA significantly downregulated the mRNA expressions of IL-1β and TNF-α (Fig. 6D). The expressions of barrier function genes (*ZO-1*, *OCLD*, *CLDN1*, *MUC1*, and *MUC2*), as well as *FXR*, were also significantly increased in the colon of LBW piglets in response to UDCA treatment (Fig. 6D). These results strongly suggested that supplementation of UDCA may be of clinical utility to improve intestinal health and postnatal development of LBW infants.

**Fig. 6:**
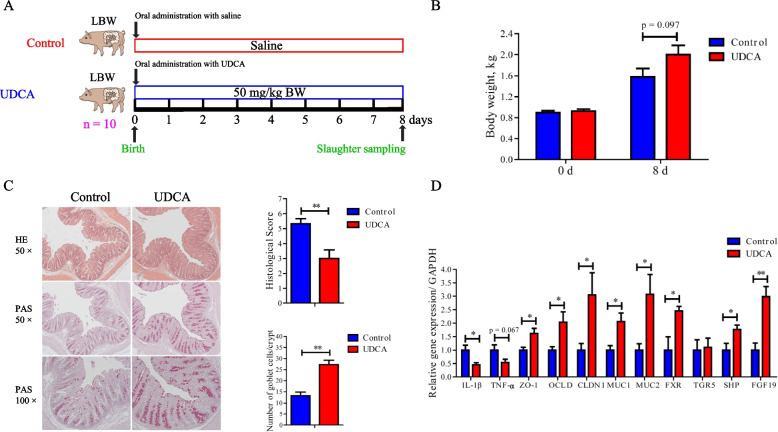
Alleviation of colonic inflammation by oral administration of UDCA in LBW piglets (*n* = 10). **A** Schematic outline of the experimental design. **B** Body weight before and 8 days after UDCA administration. **C** Representative H&E staining (×50 magnification), PAS staining (×50 and ×100 magnification), histology score of the colonic sections, and the number of goblet cells of LBW piglets receiving UDCA. **D** The mRNA expression levels of genes related to inflammation, barrier function, and bile acid receptors in the colon of LBW piglets receiving UDCA. Data are presented as means ± SEM. *P < 0.05, **P < 0.01

### The anti-inflammatory effect of UDCA is achieved by inducing M2 polarization of macrophages

Macrophages are known to play a critical role in the progression of colitis [43]. To evaluate the role of macrophages in UDCA-mediated alleviation of colitis and intestinal inflammation, macrophages were depleted in mice through intraperitoneal injection of clodronate-containing liposomes 2 days before administration of DSS with or without UDCA intervention (Fig. 7A). Macrophage depletion significantly abrogated alleviation of DSS-induced colitis by UDCA, as evidenced by the body weight change (Fig. 7B), disease score (Fig. 7C), colon length shortening (Fig. 7D, E), colonic epithelial histology score (Fig. 7F), and inflammatory cell infiltration (Fig. 7G). In addition, macrophage depletion substantially abrogated UDCA-mediated suppression of IL-1β (Fig. 7H) and TNF-α (Fig. 7I) in the colon of DSS-treated mice.

**Fig. 7:**
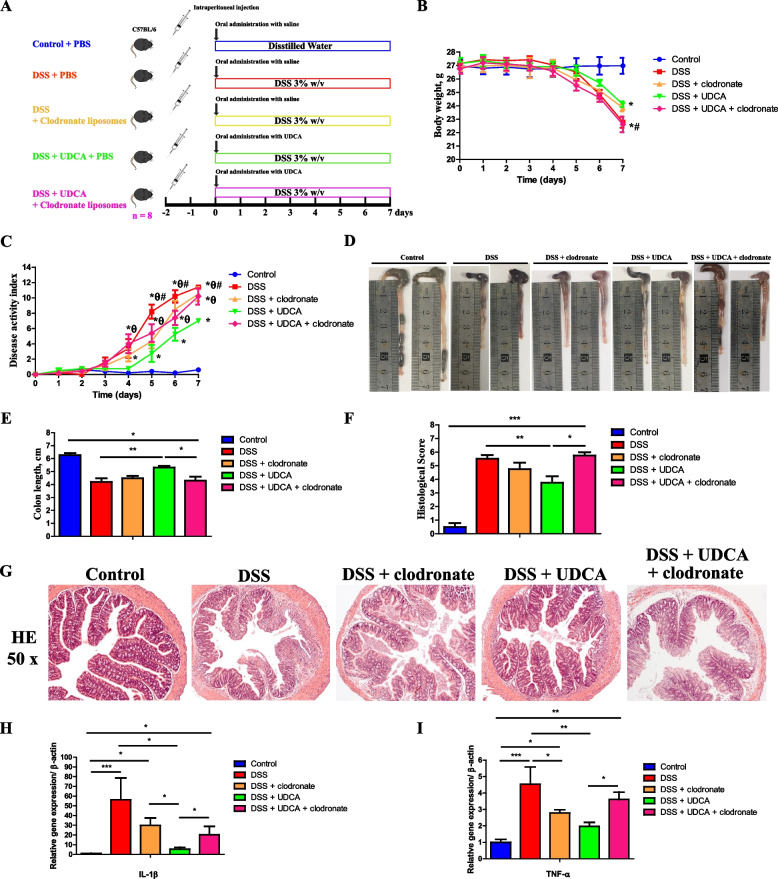
Effect of macrophage depletion on UDCA-mediated alleviation of intestinal inflammation in DSS-treated mice (*n* = 8). **A** Schematic outline of the experimental design. **B** Daily body weight changes. **C** Disease activity index score. **D** Representative images of the colon. **E** Colon length. **F** Histology score. **G** Representative H&E staining (×50 magnification) of the colon sections. The mRNA expression levels of two inflammatory cytokines, IL-1β (**H**) and TNF-α (**I**), in the colon. Data are presented as means ± SEM. *P < 0.05, **P < 0.01, *** *P* < 0.001; ^#^*P* < 0.05, relative to the DSS+UDCA group; ^θ^*P* < 0.05, relative to their respective clodronate treated groups

To further confirm the role of the macrophage in UDCA-mediated alleviation of LBW-induced intestinal inflammation, an LBW-FMT mouse model was used and macrophages were depleted in mice through intraperitoneal injection of clodronate-containing liposomes during UDCA intervention (Fig. 8A). Macrophage depletion significantly abrogated the alleviation of LBW-induced body weight loss (Fig. 8B) and colonic epithelial histology score (Fig. 8C, D) by UDCA. In addition, macrophage depletion substantially abrogated UDCA-mediated suppression of IL-1β, IL-6, and TNF-α (Fig. 8E) in the colon of LBW-FMT mice. Moreover, the FXR expression was significantly activated by UDCA intervention (Fig. 8F). These results indicated that UDCA exerts its anti-inflammatory effect in the colon mainly through the involvement of macrophages.

**Fig. 8:**
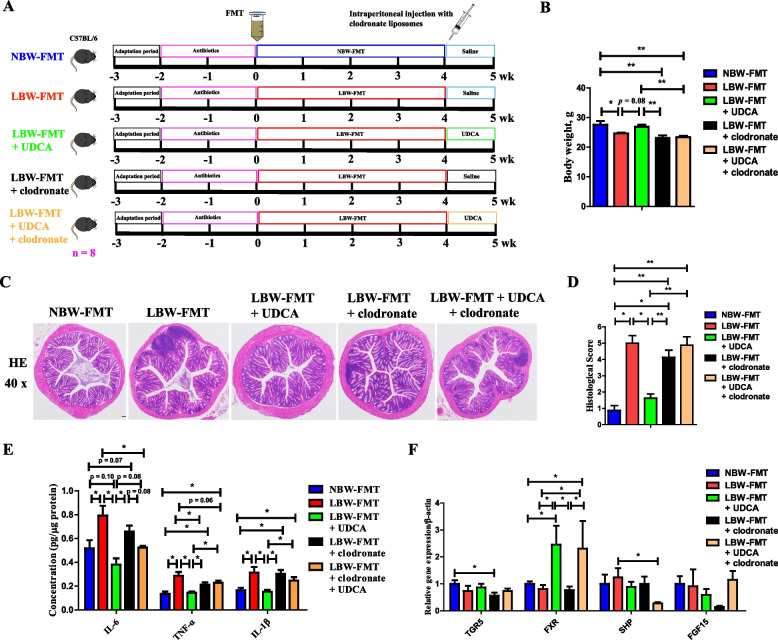
Effect of macrophage depletion on UDCA-mediated alleviation of intestinal inflammation in LBW-FMT mice (*n* = 8). **A** Schematic outline of the experimental design. **B** Body weight changes. **C** Representative H&E staining (×40 magnification) of the colon sections. **D** Histology score. **E** The mRNA expression levels of proinflammatory cytokines (IL-6, TNF-α, and IL-1β) and **F** bile acid receptors in the colon. Data are presented as means ± SEM. *P < 0.05, **P < 0.01. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets

Macrophages are polarized to become inflammatory M1 or anti-inflammatory M2 cells in response to the tissue microenvironment [44]. To study the impact of UDCA on macrophage polarization in intestinal inflammation, flow cytometry was performed with LPMCs prepared from the colon of DSS-treated mice receiving with or without UDCA. As expected, the percentage of M1 macrophages (CD11b^+^CD11c^+^) was increased and M2 macrophages (F4/80^+^CD206^+^) decreased in response to DSS treatment, while UDCA administration reversed the trend (Fig. 9A–C), suggesting that UDCA exerts an anti-inflammatory effect at least in part through regulation of macrophage polarization.

**Fig. 9:**
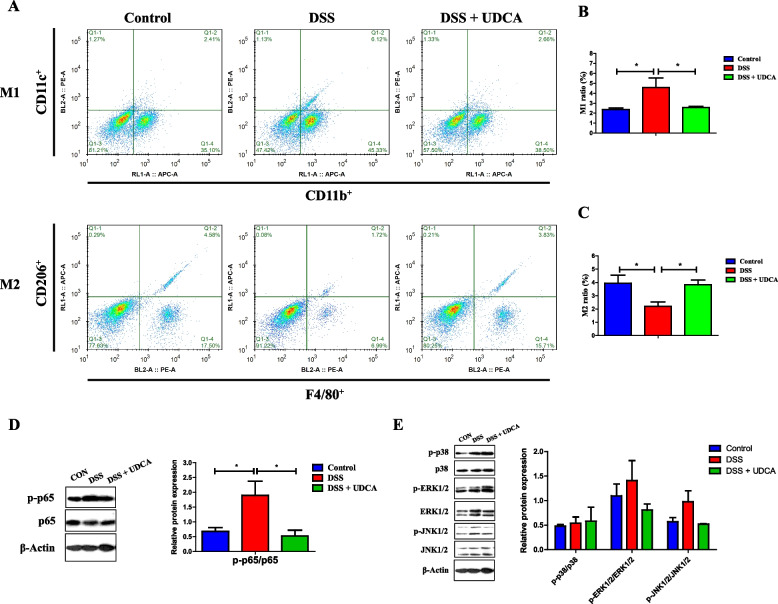
Effect of UDCA on macrophage polarization and NF-κB inhibition in DSS-treated mice (*n* = 8). Shown are representative flow cytometry plots (**A**) as well as the prevalence of M1 macrophages (CD11b^+^CD11c^+^) (**B**) and M2 macrophages (F4/80^+^CD206^+^) (**C**) in the colonic homogenate of DSS-treated mice in response to UDCA. **D** Decreased phosphorylation of p65 NF-κB in the colon of DSS-treated mice in response to UDCA. **E** Phosphorylation of p38, ERK1/2, and JNK1/2 in the colon of DSS-treated mice in response to UDCA. Data are presented as means ± SEM. *P < 0.05

### The anti-inflammatory effect of UDCA is mediated in part through FXR and NF-κB suppression

NF-κB and MAPK signaling are key pathways involved in proinflammatory cytokine production. The role of UDCA in the activation of NF-κB and MAPK pathways was first examined in the colon of DSS-treated mice. DSS-induced phosphorylation of p65 NF-κB was significantly decreased by UDCA administration (Fig. 9D). However, no significant difference was observed in MAPK (p38, JNK, and ERK) signaling pathways in response to DSS or UDCA (Fig. 9E).

Murine J774A.1 macrophage cells were further employed to study the underlying mechanisms of UDCA-mediated anti-inflammatory response. While it did not affect cytokine gene expression in untreated cells, UDCA dose-dependently suppressed LPS-induced expressions of inflammatory cytokines (IL-1β, IL-6, and TNF-α) after 24-h treatment (data not shown). While it appeared to amplify LPS-induced inflammatory response at 6 and 12 h, UDCA markedly suppressed inflammatory cytokine expressions at 24 h (Supplemental Fig. 6A) and significantly increased the percentage of M2 macrophages (F4/80^+^CD206^+^) (Supplemental Fig. 6B and C).

To understand the transcriptomic changes of LPS-stimulated J774A.1 macrophages in response to UDCA, RNA-seq was performed and revealed an obvious shift in the transcriptomic profile (Fig. 10A). 

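J774A.1 is a mouse macrophage cell line, LPS is a bacterial cell wall component that activates macrophages, and UDCA is a secondary bile acid. RNA was sequenced from 4 cultures given LPS (1 μg/mL) and 4 cultures given LPS (1 μg/mL) with UDCA (1 mM) for 24 h. The authors deposited one table of TPM, a unit in which the reads of each gene are divided by the length of the gene and scaled so that a library sums to 1000000, with values kept to 2 decimals. The table lists 55487 mouse genes by Ensembl identifier, of which 55227 are in the GENCODE M21 annotation of GRCm38. The paper's text names the sequencer and the analysis platform, but not the aligner, the counting program or the genome build. TPM keeps no record of the number of reads, so the depth of each library is unknown, and the error given is the spread between replicates. The TPM values summed to between 973190 and 977485 in the LPS libraries (median 974896) and to between 958918 and 962737 in the LPS + UDCA libraries (median 960691). Between 11412 and 11517 genes reached a TPM of 1 in the LPS libraries, against 11648 to 11730 with UDCA. Of the 28 pairs of libraries, 0 held identical values. The 11796 genes with a mean of at least 1 TPM were analysed as log2(TPM + 1), and fold changes are given on that scale, which understates the change of genes with low TPM.
Across genes, which are not independent replicates, Pearson's correlation was between 0.974 and 0.982 for libraries of one group and between 0.905 and 0.919 for libraries of different groups. The difference between the group means held 68.9% of the total sum of squares. Among the 35 ways to divide the 8 libraries into groups of 4, the actual one gave the largest share (exact permutation test, p = 0.029, the smallest p that the design allows), and the next largest was 24.1%. The share was lowest, at 31.1%, with all genes above 0 TPM and a pseudocount of 0.01, a setting chosen after seeing the data. In a principal component analysis of the centred values, PC1 held 69.0% and PC2 7.34% of the variance. On PC1 the LPS libraries had scores from -45.5 to -41.3 and the LPS + UDCA libraries from 40.2 to 47.0. On PC2 the scores overlapped, from -7.30 to 17.95 for LPS and from -19.0 to 17.4 for LPS + UDCA. Of the squared loadings of PC2, 64.5% lay on 135 genes listed at 0 in one library and at 10 TPM or more in another of the same group.

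**Figure D1:**
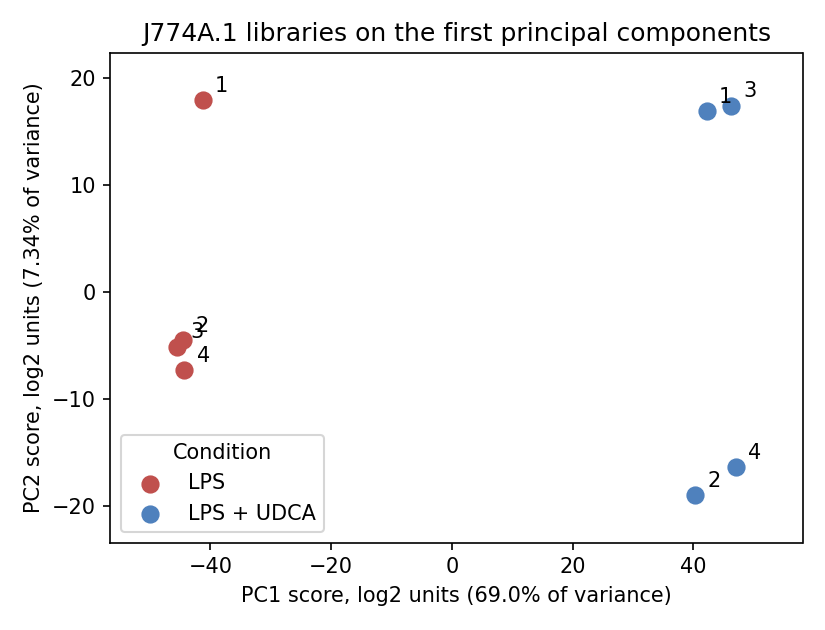
Scores of the 8 J774A.1 libraries on PC1 (horizontal axis, log2 units) and PC2 (vertical axis, log2 units), with one point per library, its replicate number beside it and its colour giving the treatment. On PC1 all LPS libraries lie at or below -41.3 and all LPS + UDCA libraries at or above 40.2, while on PC2 the treatments overlap.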

UDCA caused a significant upregulation of 1948 genes and a significant downregulation of 2099 genes in LPS-stimulated J774A.1 cells (Fig. 10B). 

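Differential expression was tested with limma (a linear model per gene with moderated variances that follow the mean expression), with Benjamini-Hochberg adjustment over the 11796 genes. At a fold change of at least 2 and an FDR under 0.05, the thresholds of the paper's methods, 1028 genes were upregulated and 995 downregulated by UDCA. The minimum was set on TPM + 1 here, which is stricter than on TPM for genes with low TPM. Of these, 795 upregulated and 918 downregulated genes are annotated as protein-coding. The libraries of the 2 groups did not overlap in 7885 of the 11796 genes tested (66.8%), where chance gives 2.86% of genes. The counts moved most without the fold change minimum, when 4741 genes were higher and 3807 lower. The median log2 fold change over all genes tested was 0.082, and the median SD between replicates was 0.12 on the same scale.
The groups share replicate numbers. Across genes, the deviations from the group means correlated by between -0.035 and 0.15 for the 4 same-numbered pairs of libraries (mean 0.088) and by between -0.14 and 0.16 for the 12 differently numbered pairs (mean -0.029). With the replicate number as a block in the fit, 1034 genes were upregulated and 1000 downregulated, and 2020 genes were called both with and without the block.
Among genes past the thresholds with a mean of at least 10 TPM and no overlap between the groups, Csf3, Fabp4, Ccl7, Plk1 and Gm49832 had the lowest log2 fold changes. Fabp4 lies on chromosome 3 from 10204088 to 10208576 of GRCm38 and encodes a fatty acid binding protein. It had 41.9 ± 1.56 TPM (SD, n = 4) with LPS and 0.590 ± 0.105 TPM with LPS + UDCA, a log2 fold change of -4.76 (standard error 0.071, adjusted p = 2.7e-10 from limma). Plk1, on chromosome 7 from 122159439 to 122169873, encodes a mitotic kinase and had 43.3 ± 1.64 and 1.19 ± 0.45 TPM (log2 fold change -4.37). The antisense gene Gm44985 overlaps Plk1, and 19.2% of the 31-base words of the Plk1 transcript also occur in another gene. Mt2, Gstp2, Lrrc51 and Gm11613 were among the 5 genes that rose most, with log2 fold changes of 4.31, 3.83, 3.49 and 3.45. That of Gstp2 had a standard error of 0.78 and ranged from 3.12 to 4.53 when one library was left out. Its LPS libraries ran from 0.67 to 30.07 TPM. Mt2, on chromosome 8 from 94172664 to 94173568, encodes a metallothionein and had 239 ± 7.53 TPM with LPS and 4769.6 ± 245 TPM with LPS + UDCA (standard error of the log2 fold change 0.041, adjusted p = 2.2e-11 from limma). The other, the small nuclear RNA gene Gm22634, was listed at 0 in all 4 LPS libraries and at 29.4, 19.2, 58.7 and 79.3 TPM in LPS + UDCA replicates 1 to 4. Several of these values are uncertain because the reads of near-identical or overlapping genes could be split. The share of 31-base words that also occur in another gene was 100% for Gm22634, 99.3% for Gm49832, 78.1% for Gstp2, 60.9% for Lrrc51 and 55.5% for Mt2. Mt2, Lrrc51 and Gm11613 overlap the genes Gm45774, Lamtor1 and Gm24158. The words were counted on either strand, so such overlaps can make up part of these shares.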

For example, UDCA suppressed LPS-mediated induction of a panel of proinflammatory cytokine and chemokine genes such as *IL-1β*, *TNF-α*, *CCL7*, *CCL2*, *CCL4*, *CCL9*, *CCL3*, *CXCL2*, and *CSF3* (Fig. 10C). 

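In each of the 9 genes, every LPS + UDCA library had a lower TPM than every LPS library (exact permutation test per gene, 2-sided p = 0.029, and 0.029 after Benjamini-Hochberg adjustment over the 9 genes). All 9 had an FDR under 0.05 from limma, both over the 11796 genes tested and over the 9 alone, and 7 of them also passed a fold change of 2. The paper named these genes as suppressed in these same libraries, so the tests give no independent support. Positions are on GRCm38. Csf3, on chromosome 11 from 98701263 to 98703629, encodes granulocyte colony-stimulating factor and changed most, with 1637 ± 21.7 TPM (SD, n = 4) with LPS and 27.1 ± 5.90 TPM with LPS + UDCA. Its log2 fold change was -5.89 (standard error 0.12, adjusted p = 1.5e-09 from limma). The chemokine genes Ccl7 and Ccl2 are close together, on chromosome 11 from 82045712 to 82047525 and from 82035571 to 82037453. Ccl7 had 125 ± 10.6 and 4.88 ± 0.602 TPM (log2 fold change -4.43), and Ccl2 had 1229 ± 27.7 and 97.1 ± 3.10 TPM (log2 fold change -3.65). Tnf, on chromosome 17 from 35199381 to 35202007, had 664 ± 4.35 and 205.8 ± 16.8 TPM (log2 fold change -1.69). For Cxcl2, Ccl4 and Ccl9 the ratios of mean TPM, LPS + UDCA over LPS, were 0.377, 0.388 and 0.446. Of the 31-base words of Cxcl2, 7.02% also occur in another gene, against under 5% for each of the other 8 genes.
Ccl3 and Il1b fell by less than 2-fold. Ccl3, on chromosome 11 from 83647844 to 83649355, had the highest TPM of the 9 genes, 15332 ± 172 with LPS and 9370.1 ± 404 with LPS + UDCA (log2 fold change -0.71, standard error 0.032, adjusted p = 1.1e-07 from limma). With quantile normalization its log2 fold change was -1.05, past the minimum. Il1b, on chromosome 2 from 129364570 to 129371139, had 23.2 ± 2.10 and 15.3 ± 0.710 TPM (log2 fold change -0.56, standard error 0.071, adjusted p = 7.5e-05 from limma). The antisense gene Il1bos overlaps Il1b, and the paper's text does not say whether the counting used the strand. With each library left out in turn, 7 of the 9 genes passed both thresholds. No library of cells without LPS was analysed here, so these values compare levels under LPS.

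**Figure D2:**
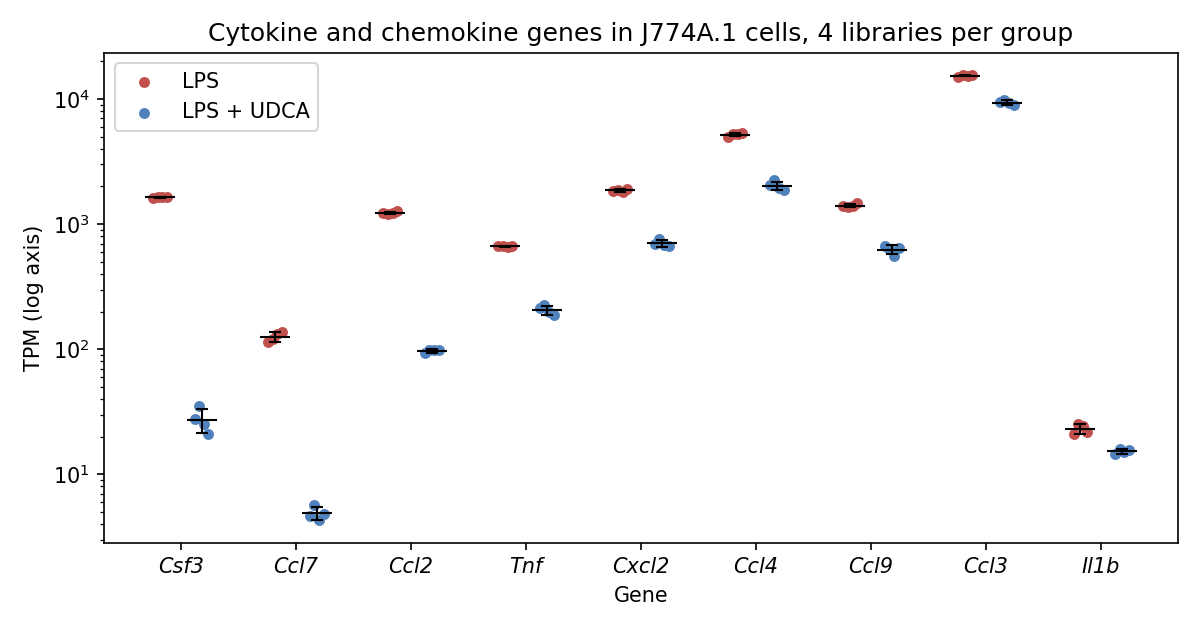
TPM (vertical axis, logarithmic) of the 9 cytokine and chemokine genes, with one point per library, coloured by treatment, and black bars for the mean and SD of 4 libraries. The genes run from the largest fall, Csf3 (-5.89 on the log2 scale), to the smallest, Il1b (-0.56), and the treatments overlap in none of them.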

KEGG pathway analysis further revealed differential downregulation of multiple pathways in LPS-treated J774A.1 cells in response to UDCA. 

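KEGG membership was not used here, and gene lists compiled by hand or by gene symbol before the data were examined stand in for pathways. Each list was tested with limma's camera, which asks whether its genes shift more than the other genes, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over 16 lists. The 16 also include the genes of Fig. 10C and of Fig. 10D, which the paper chose from these same data. In the list for TNF signaling, 11 of 69 genes were upregulated and 10 downregulated past both thresholds (median log2 fold change 0.055, adjusted p = 0.86 from limma's camera, 0.87 with the replicate number as a block). Of Toll-like receptor signaling, 7 of 50 genes were upregulated and 8 downregulated past both thresholds (median log2 fold change -0.058, adjusted p = 0.77 from limma's camera, 0.78 with the replicate number as a block). For NF-κB signaling, 7 of 52 genes were upregulated and 7 downregulated past both thresholds (median log2 fold change 0.25, adjusted p = 0.77 from limma's camera, 0.78 with the replicate number as a block). Among receptors of cytokines and chemokines, 3 of 45 genes were upregulated and 11 downregulated past both thresholds (median log2 fold change -0.21, adjusted p = 0.088 from limma's camera, 0.11 with the replicate number as a block). The highest receptor was Ccr2 (log2 fold change 1.72) and the lowest past the thresholds was Il1rn (-3.37), which the symbol rule took in although it encodes a secreted antagonist. None of these 4 lists passed an adjusted p of 0.05 from camera in any alternative that was run. Camera asks for a shift in one direction, in which rises and falls cancel, while Fig. 10D shows enrichment of pathways. It therefore does not decide whether these lists are enriched in called genes. Relative to the mean of the LPS libraries, the medians of the LPS + UDCA libraries were lower for the receptors (-0.25 to -0.15, against -0.080 to 0.057 in the LPS libraries) and higher for the NF-κB list (0.19 to 0.28 against -0.041 to 0.020), each with p = 0.029 from an exact permutation test, which does not compare the list with other genes. The Toll-like receptor and TNF lists did not differ by it (exact permutation test, p = 0.29 and 1). The median of the Toll-like receptor list was 0.15 without the genes of Fig. 10C, and that of the TNF list was -0.077 when only genes with at least 1 TPM in every library were used. For the receptors of cytokines and chemokines the median was -0.0054 when all genes above 0 TPM were used. In the NF-κB list, Cd40 rose most, from 39.2 ± 4.198 TPM (SD, n = 4) to 232 ± 6.84 TPM, and Plau fell most, from 70.5 ± 2.72 to 6.11 ± 0.724 TPM (log2 fold change -3.34).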

Some of the pathways included TNF signaling pathway, cytokine-cytokine receptor interaction, Toll-like receptor signaling pathway, and NF-κB signaling pathway (Fig. 10D). These results further confirmed the anti-inflammatory functions of UDCA.

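The gene labels of Fig. 10D were read by eye, which gave 36 genes, all of them tested. Past both thresholds, 16 were downregulated and 6 upregulated. Il1a, Lif and Fas changed by more than 2-fold in mean TPM (ratios 0.39, 0.475 and 2.07) but not on TPM + 1. At an FDR under 0.05 from limma without a fold change minimum, 27 were lower and 8 higher, and 35 passed when adjusted over the list alone, which shows no stability because the paper chose these genes from the same data. After Csf3 and Ccl7, the lowest was Edn1, on chromosome 13 from 42301476 to 42307990 of GRCm38, which had 19.4 ± 0.781 TPM (SD, n = 4) with LPS and 0.318 ± 0.0695 TPM with LPS + UDCA (log2 fold change -3.95). The gene Gm47118 overlaps it on the opposite strand. The genes that rose were Il23a (log2 fold change 2.82), Cd40 (2.54), Mmp9 (1.59), Il6 (1.32), Lsp1 (1.15), C3 (1.07), Fas (0.98) and Ccl5 (0.95). Ighm did not differ (log2 fold change -0.13, adjusted p = 0.29 from limma).
Of 39 tested cytokine and chemokine genes selected by symbol, 27 were lower and 12 higher with UDCA, and 13 were downregulated and 3 upregulated past both thresholds. Their median log2 fold change was -0.65 (adjusted p = 0.0018 from limma's camera, and 0.0021 with the replicate number as a block). Relative to the mean of the LPS libraries, the median of these genes was between -0.73 and -0.53 in the LPS + UDCA libraries and between -0.019 and 0.025 in the LPS libraries (exact permutation test, p = 0.029). With all genes above 0 the median was -0.025 (adjusted p = 0.0043 from camera). Without the 9 genes of Fig. 10C it was -0.33 and the adjusted p from camera was 0.27. With the inter-gene correlation estimated from the data it was 0.18. Csf1, which encodes macrophage colony-stimulating factor and lies on chromosome 3 from 107741048 to 107760469, rose most, from 0.67 ± 0.188 to 13.6 ± 0.716 TPM (log2 fold change 3.14). The paper takes the suppressed cytokine and chemokine genes and the downregulated pathways as further evidence of anti-inflammatory functions of UDCA. Its other evidence comes from mice, piglets and other assays of these cells.

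**Figure D3:**
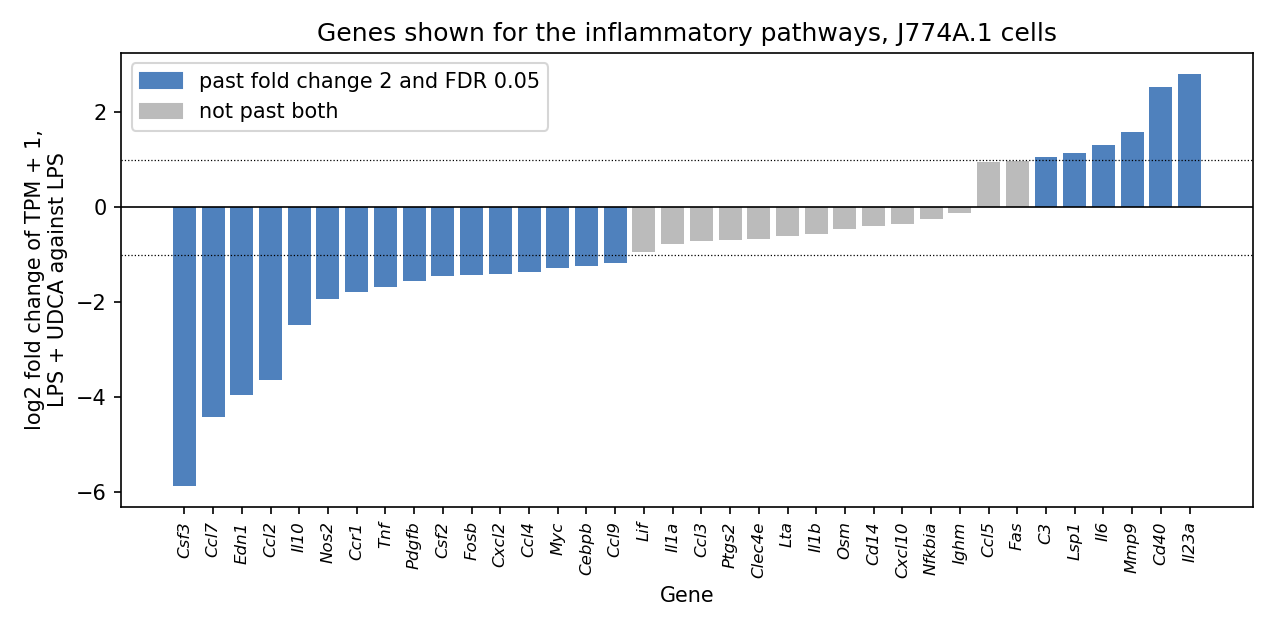
Log2 fold change of TPM + 1, LPS + UDCA against LPS (vertical axis), of 36 genes, with one bar per gene, blue past a fold change of 2 and an FDR of 0.05 and grey otherwise, and dotted lines at a fold change of 2. The bars run from Csf3 (-5.89) to Il23a (2.82).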

**Fig. 10.**
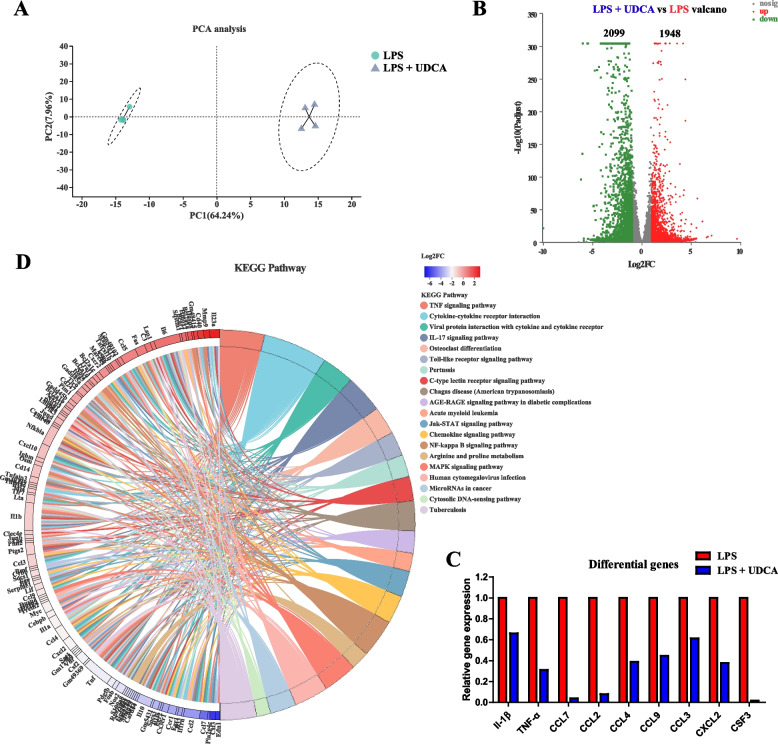
Transcriptional profiling of LPS-treated J774A.1 cells in the presence or absence of UDCA (*n* = 4). **A** PCA plot of the transcriptional profiles between the two groups. **B** Volcano plot of significantly differentially expressed genes between the two groups. The differentially expressed genes included only those showing a > 2-fold difference and FDR < 0.05. **C** Inhibition of a panel of LPS-induced proinflammatory cytokine and chemokine gene expression in the presence of UDCA. **D** Differential enrichment of KEGG pathways in LPS-stimulated cells following UDCA treatment

FXR and TGR5 are two known receptors for BAs [45]. To study the involvement of both receptors in UDCA-mediated anti-inflammatory response, the mRNA expressions of *FXR* and *TGR5* were first examined. *TGR5* mRNA was not altered by UDCA in J774A.1 macrophage (data not shown), and a modest induction occurred at 6 and 12 h, but not 24 h, in the presence of LPS (Fig. 11A). On the other hand, *FXR* was induced by UDCA in J774A.1 cells in the presence (Fig. 11A) or absence of LPS (data not shown) for 6, 12, and 24 h. Moreover, UDCA enhanced the protein expression of FXR in J774A.1 macrophage with or without LPS (Fig. 11B). To further examine whether FXR is required to suppress UDCA-mediated NF-κB activation and inflammatory cytokine gene expression, RNA interference was employed. After FXR siRNA interference, the FXR expression was significantly downregulated (Fig. 11C). As expected, LPS-induced phosphorylation of NF-κB p65 was suppressed by UDCA; however, FXR knockdown using an FXR-specific siRNA partially abolished such a suppressive effect (Fig. 11D). Furthermore, FXR knockdown also partially reversed UDAC-mediated suppression of IL-1β expression and completely restored the expression of TNF-α (Fig. 11E). Taken together, these observations suggest that FXR is involved in UDCA-mediated suppression of LPS-induced NF-κB activation and proinflammatory cytokine production. The involvement of TGR5 in the anti-inflammatory effect of UDCA remains to be investigated, although it is likely to play a lesser role.

**Fig. 11:**
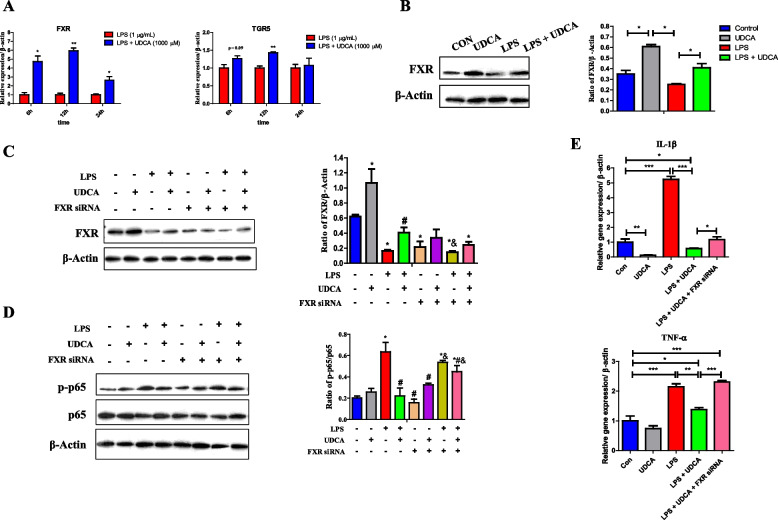
Involvement of FXR in UDCA-mediated anti-inflammatory effects in LPS-treated J774A.1 cells (*n* = 3). Shown are the expressions of *FXR* and *TGR5* mRNA (**A**) and FXR protein (**B**) in response to 1 μg/mL LPS with or without 1 mM UDCA. **C** The FXR expression after FXR siRNA interference. **D** FXR knockdown on phosphorylation of p65 NF-κB. Data are presented as means ± SEM. *P < 0.05, versus the control group, ^#^*P* < 0.05, versus LPS, ^&^*P* < 0.05, versus the LPS+UDCA group. **E** the mRNA expressions of *IL-1β* and *TNF-α* in response to 1 μg/mL LPS, 1 mM UDCA and/or FXR siRNA. Data are presented as means ± SEM. *P < 0.05, **P < 0.01, *** *P* < 0.001

## Discussion

Infants with IUGR commonly exhibit feeding intolerance [7, 46, 47] and suffer from a higher risk for neonatal intestinal diseases such as necrotizing enterocolitis [48]. Previous studies in the piglet model showed increased levels of proinflammatory cytokines (IL-1β and TNF-α) in the colon of LBW animals [10–12]. However, the underlying mechanism remains elusive. Given a significant difference in the intestinal microbiome and metabolome between LBW and NBW piglets [22, 23] and a known link between microbial BA metabolism and IBD [20], we have examined the difference in the intestinal BA profile between LBW and NBW piglets through targeted profiling. We have further established a causal relationship between the intestinal microbiota and the BA profile and intestinal inflammation through FMT. Additionally, we have found that administration of UDCA, a BA that is highly diminished in LBW piglets, could directly alleviate intestinal inflammation in both LBW piglets, LBW-FMT mice, and a mouse model of colitis. Moreover, we have revealed the molecular and cellular mechanisms by which UDCA suppresses inflammation and demonstrated that macrophages are required for UDCA-mediated suppression of intestinal inflammation. UDCA exerts an anti-inflammatory effect in the intestinal tract by inducing M2 polarization of macrophages through FXR and inhibition of NF-κB. These findings have shed light on the involvement of BAs in LBW-associated intestinal abnormalities, suggesting the potential of targeting microbial BA metabolism for improving intestinal health and postnatal maldevelopment of LBW infants.

Early colonization of microbes in the neonatal gut plays an important role in regulating intestinal health. Compared with NBW piglets, the microbial α-diversity was higher in LBW piglets, which is inconsistent with the results of our previous study that the LBW piglets do not affect fecal microbial diversity at any age [22]. These differences may be caused by different breeds (Landrace × Yorkshire *vs* Duroc × (Landrace × Large White)), different sampling time points (day 3 after birth *vs* day 2 after birth), and different feces sampling methods (slaughter for rectal sample collection *vs* fresh feces sample collected by a sterile cotton swab) in the present study. FMT can provide new intuitive evidence for the mechanisms of gut microbiota-related diseases [49]. After FMT, despite that the recipient mice did not harbor a microbial community equal to the LBW and NBW donor newborn piglet, our results presented the different colonization of BA metabolism-related microbiome between LBW-FMT and NBW-FMT mice, reflected by the differences in intestinal BA-metabolizing enzyme (7α-HSDH and 7β-HSDH) and intestinal BA profile. This phenomenon of lower similarity between the donor and the recipient commonly happened in other publications involving FMT experiments [50–52]. It might be explained in the present study as although the changes in microbiota composition are not similar between the donor and the recipient, it may change the microbiome by FMT, especially the microbial function, which needs further research to confirmation.

BAs are increasingly appreciated to be critically involved in the regulation of inflammation through interacting with both microbiota and host receptors [53]. UDCA is a secondary BA and the bacterial 7β-OH epimer of the primary chenodeoxycholic acid (CDCA). Two key enzymes (7α-HSDH and 7β-HSDH) that are involved in the biosynthesis of UDCA from CDCA are encoded by several intestinal bacteria such as *Clostridium*, *Eubacterium*, *Bacteroides*, *E. coli*, and *Eggerthella lenta* [54, 55]. Among all differentially abundant BAs, UDCA was chosen for subsequent investigations in this study because (1) UDCA was the most differentially diminished BA in LBW piglets with the highest VIP value and the lowest *P*-value; (2) UDCA was significantly decreased in the colonic digesta of mice following FMT of LBW piglets; (3) Both *7α-HSDH* and *7β-HSDH* gene copy numbers were significantly reduced in the intestinal tract of both LBW piglets and LBW-FMT mice; (4) Relative abundances of *7α-HSDH-* and *7β-HSDH*-producing bacteria such as *Escherichia-Shigella* and *Clostridium sensu stricto* 2 in the feces of LBW piglets as well as *Bacteroides* and *Eggerthella* in the colon of LBW-FMT mice were significantly decreased; (5) A strong negative correlation was observed between the concentration of UDCA and the *7α-HSDH*/*7β-HSDH* gene copy number in both LBW piglets and LBW-FMT mice; (6) UDCA is the only BA have been used therapeutically for the treatment of a range of cholestatic disorders such as biliary atresia [56]; and (7) UDCA is known to be anti-inflammatory [57–59]. We have found that UDCA biosynthesis pathways are severely impaired in LBW and could potentially be utilized for LBW intervention. We have demonstrated that UDCA administration alleviates colonic inflammation in both LBW piglets, LBW-FMT mice, and a mouse model of colitis induced by DSS, consistent with several recent studies showing attenuation of DSS-induced colitis in mice by UDCA [57–59]. In fact, UDCA administration has also been shown to improve liver function in very low birth weight (VLBW) infants with total parenteral nutrition-associated cholestasis [60, 61]. In addition, UDCA was evidenced to block bacterial growth and invasion processes, mediating intestinal homeostasis by improving hindgut microflora structure and short-chain fatty acid production during extended-spectrum β-lactamase-producing *E. coli* infection in sepsis and colitis in neonatal mouse models [62].

Mechanistically, we have demonstrated for the first time that, at the cellular level, UDCA amelioration of intestinal inflammation is macrophage-dependent and achieved through preferential polarization of macrophages from the proinflammatory M1 phenotype toward the anti-inflammatory M2 phenotype [63], in agreement with recent studies showing a shift from the M1 to M2 macrophages in the alleviation of colitis [43, 64]. UDCA-induced M2 macrophage polarization was also shown in the adipose tissue of ob/ob mice [65]. In addition, similarly to our studies, UDCA was found to prevent colonic inflammation in TNBS- and DSS-treated rats or mice, a model of intestinal inflammation distinct from that used in the current studies [58, 66]. Thus, UDCA can prevent both the elevated cytokine levels and increased epithelial permeability associated with intestinal inflammation, suggesting it should be of therapeutic benefit in patients with IBD.

A growing body of evidence suggests that FXR is critical for mucosal homeostasis and generally suppressed during chronic intestinal inflammation [53]. BA-dependent FXR activation has been reported to suppress NF-κB activation by preventing nuclear co-receptor clearance from NF-κB-binding sites in the *TNF* and *IL-1β* loci [67, 68]. At the molecular level, we have shown that FXR is involved in UDCA-mediated suppression of NF-κB activation and inflammatory cytokine production both in vivo and in vitro. Consistently, FXR activation in mice with colitis shows reduced intestinal inflammation [69–71]. Conversely, FXR deficiency leads to heightened mucosal inflammation in mouse models of colitis [69]. Taken together, our results have suggested that UDCA reduces the inflammatory effects of macrophages via inhibiting NF-κB activation by interacting with FXR.

It is worth noting that, in addition to FXR, BAs are ligands to several other nuclear receptors such as pregnane X receptor (PXR), glucocorticoid receptor (GR), and vitamin D receptor (VDR) as well as a cell surface receptor (TGR5) [72]. Some of these receptors are also likely to be involved in UDCA-mediated anti-inflammatory response because FXR knockdown fails to completely suppress NF-κB activation and inflammatory cytokine production in response to UDCA, although the incomplete suppression could also be due to a relatively low gene knockdown efficiency in macrophages. Nevertheless, the possible involvement of other BA receptors (e.g., PXR, GR, VDR) warrants further investigation.

Although UDCA was chosen in this study and subsequently confirmed to alleviate intestinal inflammation upon oral administration into LBW piglets, other differentially abundant BAs are likely to play a role as well. It will be important to examine the efficacy of other BAs or a combination of BAs in mitigating LBW-associated metabolic and immunological abnormalities. Secondly, because 7α-HSDH and 7β-HSDH, two major enzymes involved in the biosynthesis of UDCA, are significantly reduced in LBW piglets, it will be interesting to investigate the potential of transferring 7α-HSDH- and 7β-HSDH-positive bacteria for the treatment of postnatal maldevelopment of LBW infants. Thirdly, because we have shown the intestinal microbiota is responsible for much of the intestinal health issues associated with LBW piglets, it is possible to achieve a positive outcome by considering the FMT of normal individuals to LBW infants. Fourthly, it does not fully explain the mechanism of UDCA improving LBW-induced intestinal inflammation through macrophage polarization using an in vitro macrophage cell model. Further macrophage adoptive transfer in vivo is still needed.

## Conclusion

In summary, we have revealed for the first time that LBW piglets produce a significantly lower amount of UDCA and harbor less 7α-HSDH- and 7β-HSDH-positive bacteria than their normal counterparts. Oral supplementation of UDCA significantly improves the intestinal health of LBW piglets. We have further demonstrated that UDCA alleviates intestinal inflammation by regulating macrophage polarization, engaging FXR, and suppressing NF-kB activation. This study provides a direct link between LBW-associated intestinal abnormalities and altered microbiota-mediated BA metabolism. Taken together, we have not only revealed the mechanisms of LBW-associated intestinal disorder, but also proposed several independent, but related, intervention strategies for the treatment of LBW-associated postnatal abnormalities.

## Supplementary Information

**Additional file 1: Supplemental Table S1.** Scoring standards for the disease activity index (DAI)^1,2^. **Supplemental Table S2.** Parameters and criteria of histological damage evaluation^1,2^. **Supplemental Table S3.** Primer pairs used in this experiment^1^. **Supplemental Figure S1.** Fecal bile acids (BAs) profiles of low birth weight (LBW) and normal birth weight (NBW) piglets 2 days after birth (*n* = 10). **Supplemental Figure S2.** Verification of depletion of the intestinal microbiota in mice (*n* = 8). **Supplemental Figure S3.** Microbial structure of NBW and LBW donor piglets and NBW-FMT and LBW-FMT recipient mice. **Supplemental Figure S4.** Microbial composition of NBW and LBW donor piglets and NBW-FMT and LBW-FMT recipient mice. **Supplemental Figure S5.** Colonic BA profiles of mice transplanted with the feces of LBW or NBW piglets (*n* = 8). **Supplemental Figure S6.** Effect of UDCA on inflammatory cytokines gene expression and macrophage polarization in J774A.1 cell.

## Data Availability

All sequence reads were deposited into the NCBI Sequence Read Archive (SRA) database under accession number PRJNA646844 for the feces of piglets and PRJNA714049 for the colonic digesta of mice after FMT. All RNA sequencing data were deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE174489.

# Supplementary material for: Gut microbiota-derived ursodeoxycholic acid alleviates low birth weight-induced colonic inflammation by enhancing M2 macrophage polarization
**Source:** Microbiome. 2023 Jan 31;11:19. doi: 10.1186/s40168-022-01458-x
**Supplement:** Supplementary file 2 — Additional file 1: Supplemental Table S1. Scoring standards for the disease activity index (DAI)1,2. Supplemental Table S2. Parameters and criteria of histological damage evaluation1,2. Supplemental Table S3. Primer pairs used in this experiment1. Supplemental Figure S1. Fecal bile acids (BAs) profiles of low birth weight (LBW) and normal birth weight (NBW) piglets 2 days after birth (n = 10). Supplemental Figure S2. Verification of depletion of the intestinal microbiota in mice (n = 8). Supplemental Figure S3. Microbial structure of NBW and LBW donor piglets and NBW-FMT and LBW-FMT recipient mice. Supplemental Figure S4. Microbial composition of NBW and LBW donor piglets and NBW-FMT and LBW-FMT recipient mice. Supplemental Figure S5. Colonic BA profiles of mice transplanted with the feces of LBW or NBW piglets (n = 8). Supplemental Figure S6. Effect of UDCA on inflammatory cytokines gene expression and macrophage polarization in J774A.1 cell.

**Supplemental Tables and Figures**

**Supplemental Table S1. Scoring standards for the disease activity index (DAI)^1,2^**

| Score | Weight loss (%) | Stool consistency | Fecal blood content |
| --- | --- | --- | --- |
| 0 | None | Normal | Normal |
| 1 | 0-10 |  |  |
| 2 | 11-15 | Loose stool | Occult blood |
| 3 | 16-20 |  |  |
| 4 | >20 | Diarrhea | Hemorrhage/Gross bleeding |

^1^ The DAI score was defined as the sum of scores from weight loss (%), stool consistency, and fecal blood content.

^2^ Adapted from Park et al.

**Supplemental Table S2. Parameters and criteria of histological damage evaluation^1,2^**

| Parameters | Score | Histological features |
| --- | --- | --- |
|  | 0 | No change |
| 1. Loss of epithelial surface | 1 | Localized and mild |
| 1. Destruction of crypt | 2 | Localized and moderate |
| 1. Infiltration of inflammatory cells | 3 | Localized and severe |
|  | 4 | Extensive and moderate |
|  | 5 | Extensive and severe |

^1^ Histological score was the sum of scoring from parameters (1), (2), and (3).

^2^ Adapted from Wang *et al*. with modifications.

**Supplemental Table S3. Primer pairs used in this experiment^1^**

| Target gene | Forward primer (5'-3') | Reverse primer (5'-3') | Annealing temp. (°C) | | References | |
| --- | --- | --- | --- | --- | --- | --- |
| **For host genes of pig** | | | | | | |
| OCLN | CAGCCTCGGTACAGCAGCAAT | ATAGTGGTCAGGGTCCGTCCTC | 60 | | Huang *et al*., 2020 | |
| ZO-1 | CGGAACTATGACCATCGCCTAC | CTTCGGGATGTTGTCTGGAGTC | 60 | | Huang *et al*., 2020 | |
| CLDN1 | AGCTGTGCATGGCCTCTTGT | CCAATGTCAATGGCAACACCCT | 60 | | Huang *et al*., 2020 | |
| MUC1 | AATGGCTCCTCGGTGCTACCTA | TGACTTGGCACTGAAGGCTGAG | 60 | | Huang *et al*., 2020 | |
| MUC2 | TGCTGACGAGTGGTTGGTGAATG | GATGAGGTGGCAGACAGGAGACA | 60 | | Huang *et al*., 2020 | |
| IL-1β | CTCGCAGCAGCACATCAACAAG | GGAAGGTCCACGGGAAAGACAC | 60 | | Huang *et al*., 2020 | |
| TNF-α | TGGGAGTAGACAAGGTACAACCC | CATCTTCTCAAAATTCGAGTGACAA | 60 | | Huang *et al*., 2020 | |
| FXR | TATGAACTCAGGCGAATGCCTGCT | ATCCAGATGCTCTGTCTCCGCAAA | 60 | | Radtke *et al*., 2014 | |
| TGR5 | CCATGCACCCCTGTTGCT | GGTGCTGTTGGGTGTCATCTT | 60 | Ipharraguerre *et al*., 2013 | |  |
| SHP | GCCTACCTGAAAGGGACCAT | CAACGGGTGTCAAGCCTTTA | 60 | Vlaardingerbroek *et al*., 2014 | |  |
| FGF19 | AAGATGCAAGGGCAGACTCA | AGATGGTGTTTCTTGGACCAGT | 60 | Vlaardingerbroek *et al*., 2014 | |  |
| *β-actin* | ATGCTTCTAGACGGACTGCG | GTTTCAGGAGGCTGGCATGA | 60 | | Lin *et al*., 2014 | |
| *GAPDH* | TTTGCGTCAGTGTCATCG | TGCTCTGCCTTGGGTAAT | 60 | | Fang *et al*., 2014 | |
| **For host genes of mouse** | | | | | | |
| ZO-1 | CGGAACTATGACCATCGCCTAC | CTTCGGGATGTTGTCTGGAGTC | 60 | | Huang *et al*., 2019 | |
| OCLD | CAGCCTCGGTACAGCAGCAAT | ATAGTGGTCAGGGTCCGTCCTC | 60 | | Huang *et al*., 2019 | |
| IL-1β | CTCGCAGCAGCACATCAACAAG | GGAAGGTCCACGGGAAAGACAC | 60 | | Huang *et al*., 2019 | |
| TNF-α | TGGGAGTAGACAAGGTACAACCC | CATCTTCTCAAAATTCGAGTGACAA | 60 | | Huang *et al*., 2019 | |
| IL-6 | ACCACGGCCTTCCCTACTT | CACAACTCTTTTCTCATTTCCAC | 60 | | Huang *et al*., 2019 | |
| IL-10 | CCCTTTGCTATGGTGTCCTT | TGGTTTCTCTTCCCAAGACC | 60 | This study; NM_010548.2 | |  |
| MUC2 | TGCTGACGAGTGGTTGGTGAATG | GATGAGGTGGCAGACAGGAGACA | 60 | | Huang *et al*., 2019 | |
| FXR | TGGGCTCCGAATCCTCTTAGA | TGGTCCTCAAATAAGATCCTTGG | 60 | | Sun *et al*., 2018 | |
| TGR5 | CCTGGCAAGCCTCATCGTC | AGCAGCCCGGCTAGTAGTAG | 60 | | Sun *et al*., 2018 | |
| SHP | CAGGTCGTCCGACTATTCTG | ACTTCACACAGTGCCCAGTG | 60 | This study; NM_011850.3 | |  |
| FGF15 | ACGGGCTGATTCGCTACTC | TGTAGCCTAAACAGTCCATTTCCT | 60 | This study; NM_008003.2 | |  |
| β-actin | TGGAATCCTGTGGCATCCATGAAAC | TAAAACGCAGCTCAGTAACAGTCCG | 60 | | Huang *et al*., 2019 | |
| GAPDH | AACTTTGGCATTGTGGAAGG | ACACATTGGGGGTAGGAACA | 60 | | Wang et al., 2020 | |
| **For bacteria** |  |  |  | |  | |
| Total bacteria | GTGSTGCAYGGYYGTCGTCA | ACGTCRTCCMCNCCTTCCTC | 60 | | Maeda *et al*., 2003 | |
| *baiJ* | TCAGGACGTGGAGGCGATCCA | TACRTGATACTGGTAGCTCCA | 60 | | Yoshimoto *et al*., 2013 | |
| *bsh* | ATGGGCGGACTAGGATTACC | TGCCACTCTCTGTCTGCATC | 54 | | Duary *et al*., 2012 | |
| *7α-HSDH* | GGGTATTGTGTATCAAAAGCTGCGG | TCCGTTGCTATAAGCCCAGGTAAGA | 60 | | This study; MH743112.1 | |
| *7β-HSDH* | GTCGTAAAAGCAGACTTTTCGCTGC | TTGATCATTGCCTCATGCTTTTCC | 60 | | This study; KF052988.1 | |

^1^ZO-1, zonula occludens-1; ZO-2, zonula occludens-2; MUC, Mucin; CLDN, claudin; OCLN, Occludin; IL-6, interleukin-6; TNF-α, tumor necrosis factor-α; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; FXR, farnesoid X receptor; TGR5, G-coupled protein receptor; SHP, small heterodimer partner; FGF15/19, fibroblast growth factor 15/19; *baiJ*, genes encoding bile salt 7α-dehydroxylase; *bsh*, genes encoding bile salt hydrolase; 7α-HSDH, genes encoding 7α-hydroxysteroid dehydrogenase; 7β-HSDH, genes encoding 7β-hydroxysteroid dehydrogenase.

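RT-qPCR amplifies the stretch between a forward and a reverse primer, and its signal is set against that of a reference gene. The 13 pairs listed for mouse were matched to the transcripts of GENCODE M21, and in each pair both primers occurred exactly in a transcript of the intended gene. The pairs for IL-1β, IL-6, IL-10 and TNF-α lie in Il1b, Il6, Il10 and Tnf and span 101, 146, 97 and 175 bases. For TNF-α, the primer listed as forward is the reverse one on the transcript. The pairs for FXR, TGR5, SHP and FGF15 lie in Nr1h4, Gpbar1, Nr0b2 and Fgf15 and span 72, 120, 571 and 66 bases, and those for ZO-1, occludin and MUC2 lie in Tjp1, Ocln and Muc2 and span 148, 102 and 136 bases. The β-actin pair spans 349 bases of Actb. The GAPDH pair spans 223 bases of Gapdh, and both of its primers also occur in transcripts of 50 other annotated genes. For 5 targets, ZO-1, occludin, MUC2, IL-1β and TNF-α, the table lists the same sequences for pig and mouse. Pig transcripts were not used here.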

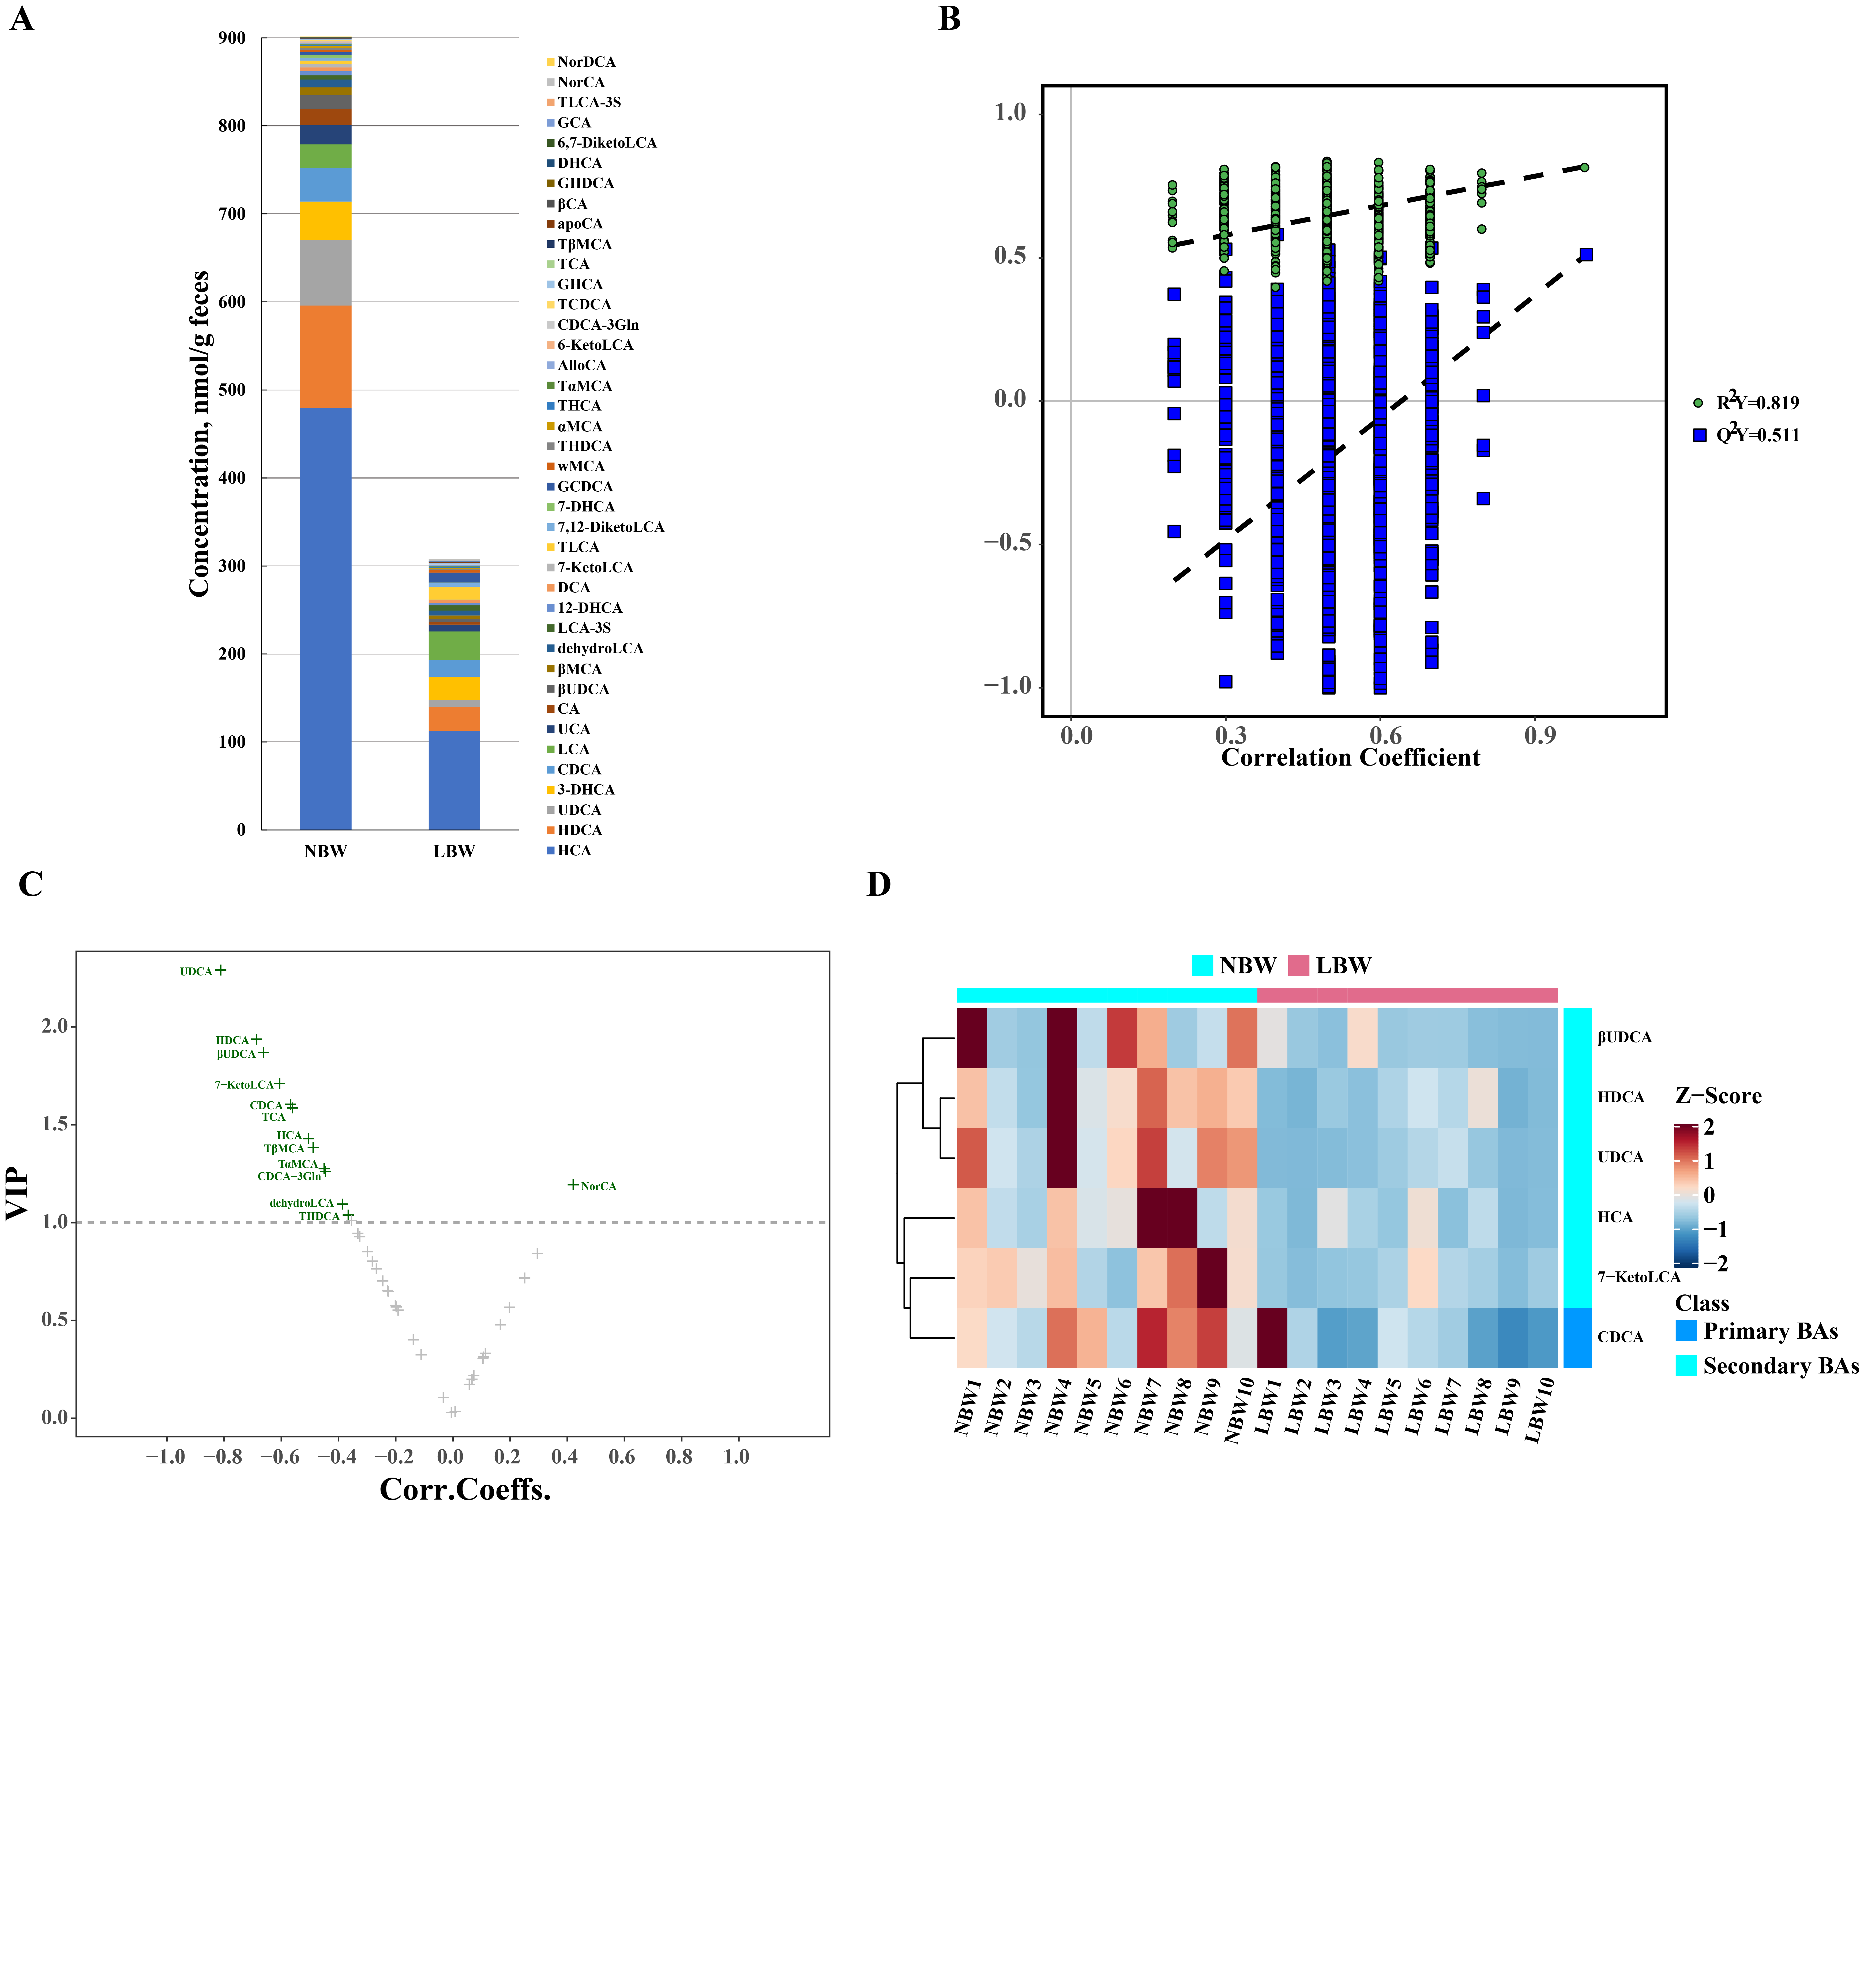

**Supplemental Figure S1. Fecal bile acids (BAs) profiles of low birth weight (LBW) and normal birth weight (NBW) piglets 2 days after birth (n = 10)**. (**A**) Relative abundances of different BAs in the feces of NBW and LBW piglets. (**B**) Validation plot of the OPLS-DA model of the fecal BAs profiles. (**C**) Volcano plot of variable importance in projection (VIP) of different BAs based on the OPLS-DA model. (**D**) Z-Scores of six most differentially abundant fecal BAs in individual piglets.

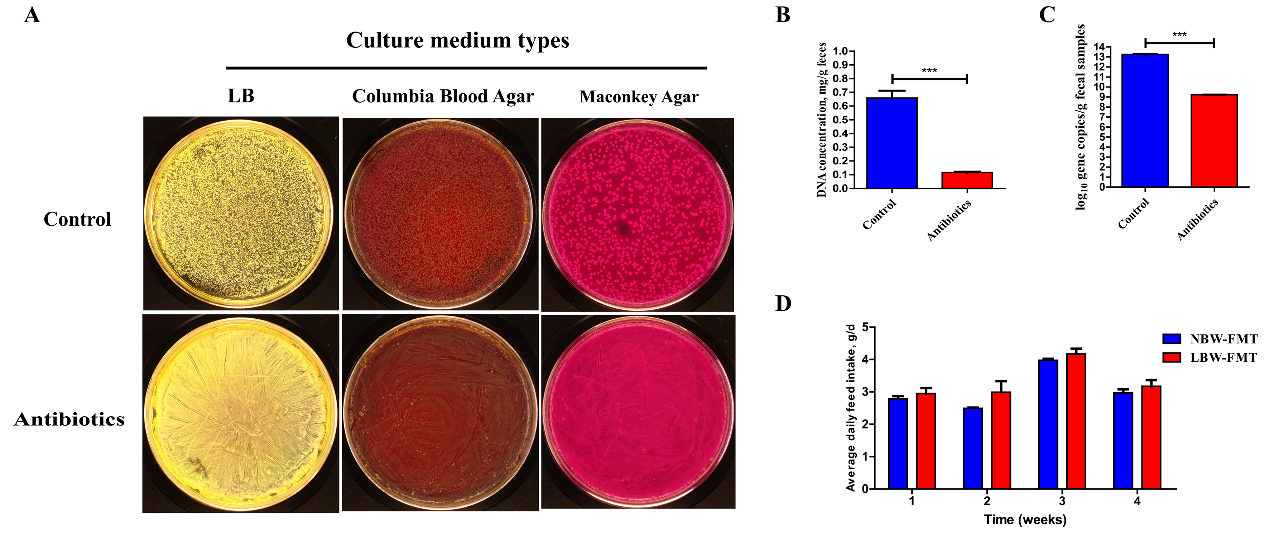

**Supplemental Figure S2. Verification of depletion of the intestinal microbiota in mice (n = 8).** (**A**) Fecal microbiota culture on LB, blood agar, and McConkey agar after two weeks of treatment with a cocktail of antibiotics. (**B**) The concentration of fecal microbial DNA in mice after two weeks of antibiotic treatment. (**C**) The genome copies the number of total bacteria in the feces of mice after two weeks of antibiotic treatment. (**D**) The average daily feed intake of mice during transplanted with the feces of NBW and LBW piglets. Data are presented as means ± SEM. *** *P* < 0.001. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets.

**Supplemental Figure S3. Microbial** **structure of NBW and LBW donor piglets and NBW-FMT and LBW-FMT recipient mice.** (**A**) Rarefaction curves. (**B**) The α-diversity of the fecal microbiota of NBW and LBW donor piglets. (**C**) The α-diversity of the colonic digesta microbiota of NBW-FMT and LBW-FMT recipient mice. (**D**) Principal coordinates analysis (PCoA) plot of the microbiomes between the donor piglets and the recipient mice, and (**E**) the fecal microbiomes of LBW and NBW piglets or (**F**) the colonic microbiomes of NBW-FMT and LBW-FMT mice based on the weighted unifrac distance. (**G**) PCoA plot of the microbiomes between the donor piglets and the recipient mice, and (**H**) the fecal microbiomes of LBW and NBW piglets or (**I**) the colonic microbiomes of NBW-FMT and LBW-FMT mice based on the unweighted unifrac distance. Data are presented as means ± SEM in panels **B** and **C**. **P* < 0.05. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets.

**Supplemental Figure S4. Microbial composition of NBW and LBW donor piglets and NBW-FMT and LBW-FMT recipient mice.** (**A**) Relative abundance of microbial composition in fecal samples of NBW and LBW donor piglets and colonic digesta samples of NBW-FMT and LBW-FMT recipient mice at the phylum level. (**B**) Relative abundance of microbial composition in fecal samples of NBW and LBW donor piglets and colonic digesta samples of NBW-FMT and LBW-FMT recipient mice at the genus level. (**C**) Differential enrichment of bacteria in fecal samples of NBW and LBW donor piglets at the phylum level. (**D**) Differential enrichment of bacteria in colonic digesta samples of NBW-FMT and LBW-FMT recipient mice at the phylum level. Data are presented as means ± SEM. **q* < 0.05, ***q* < 0.01. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets.

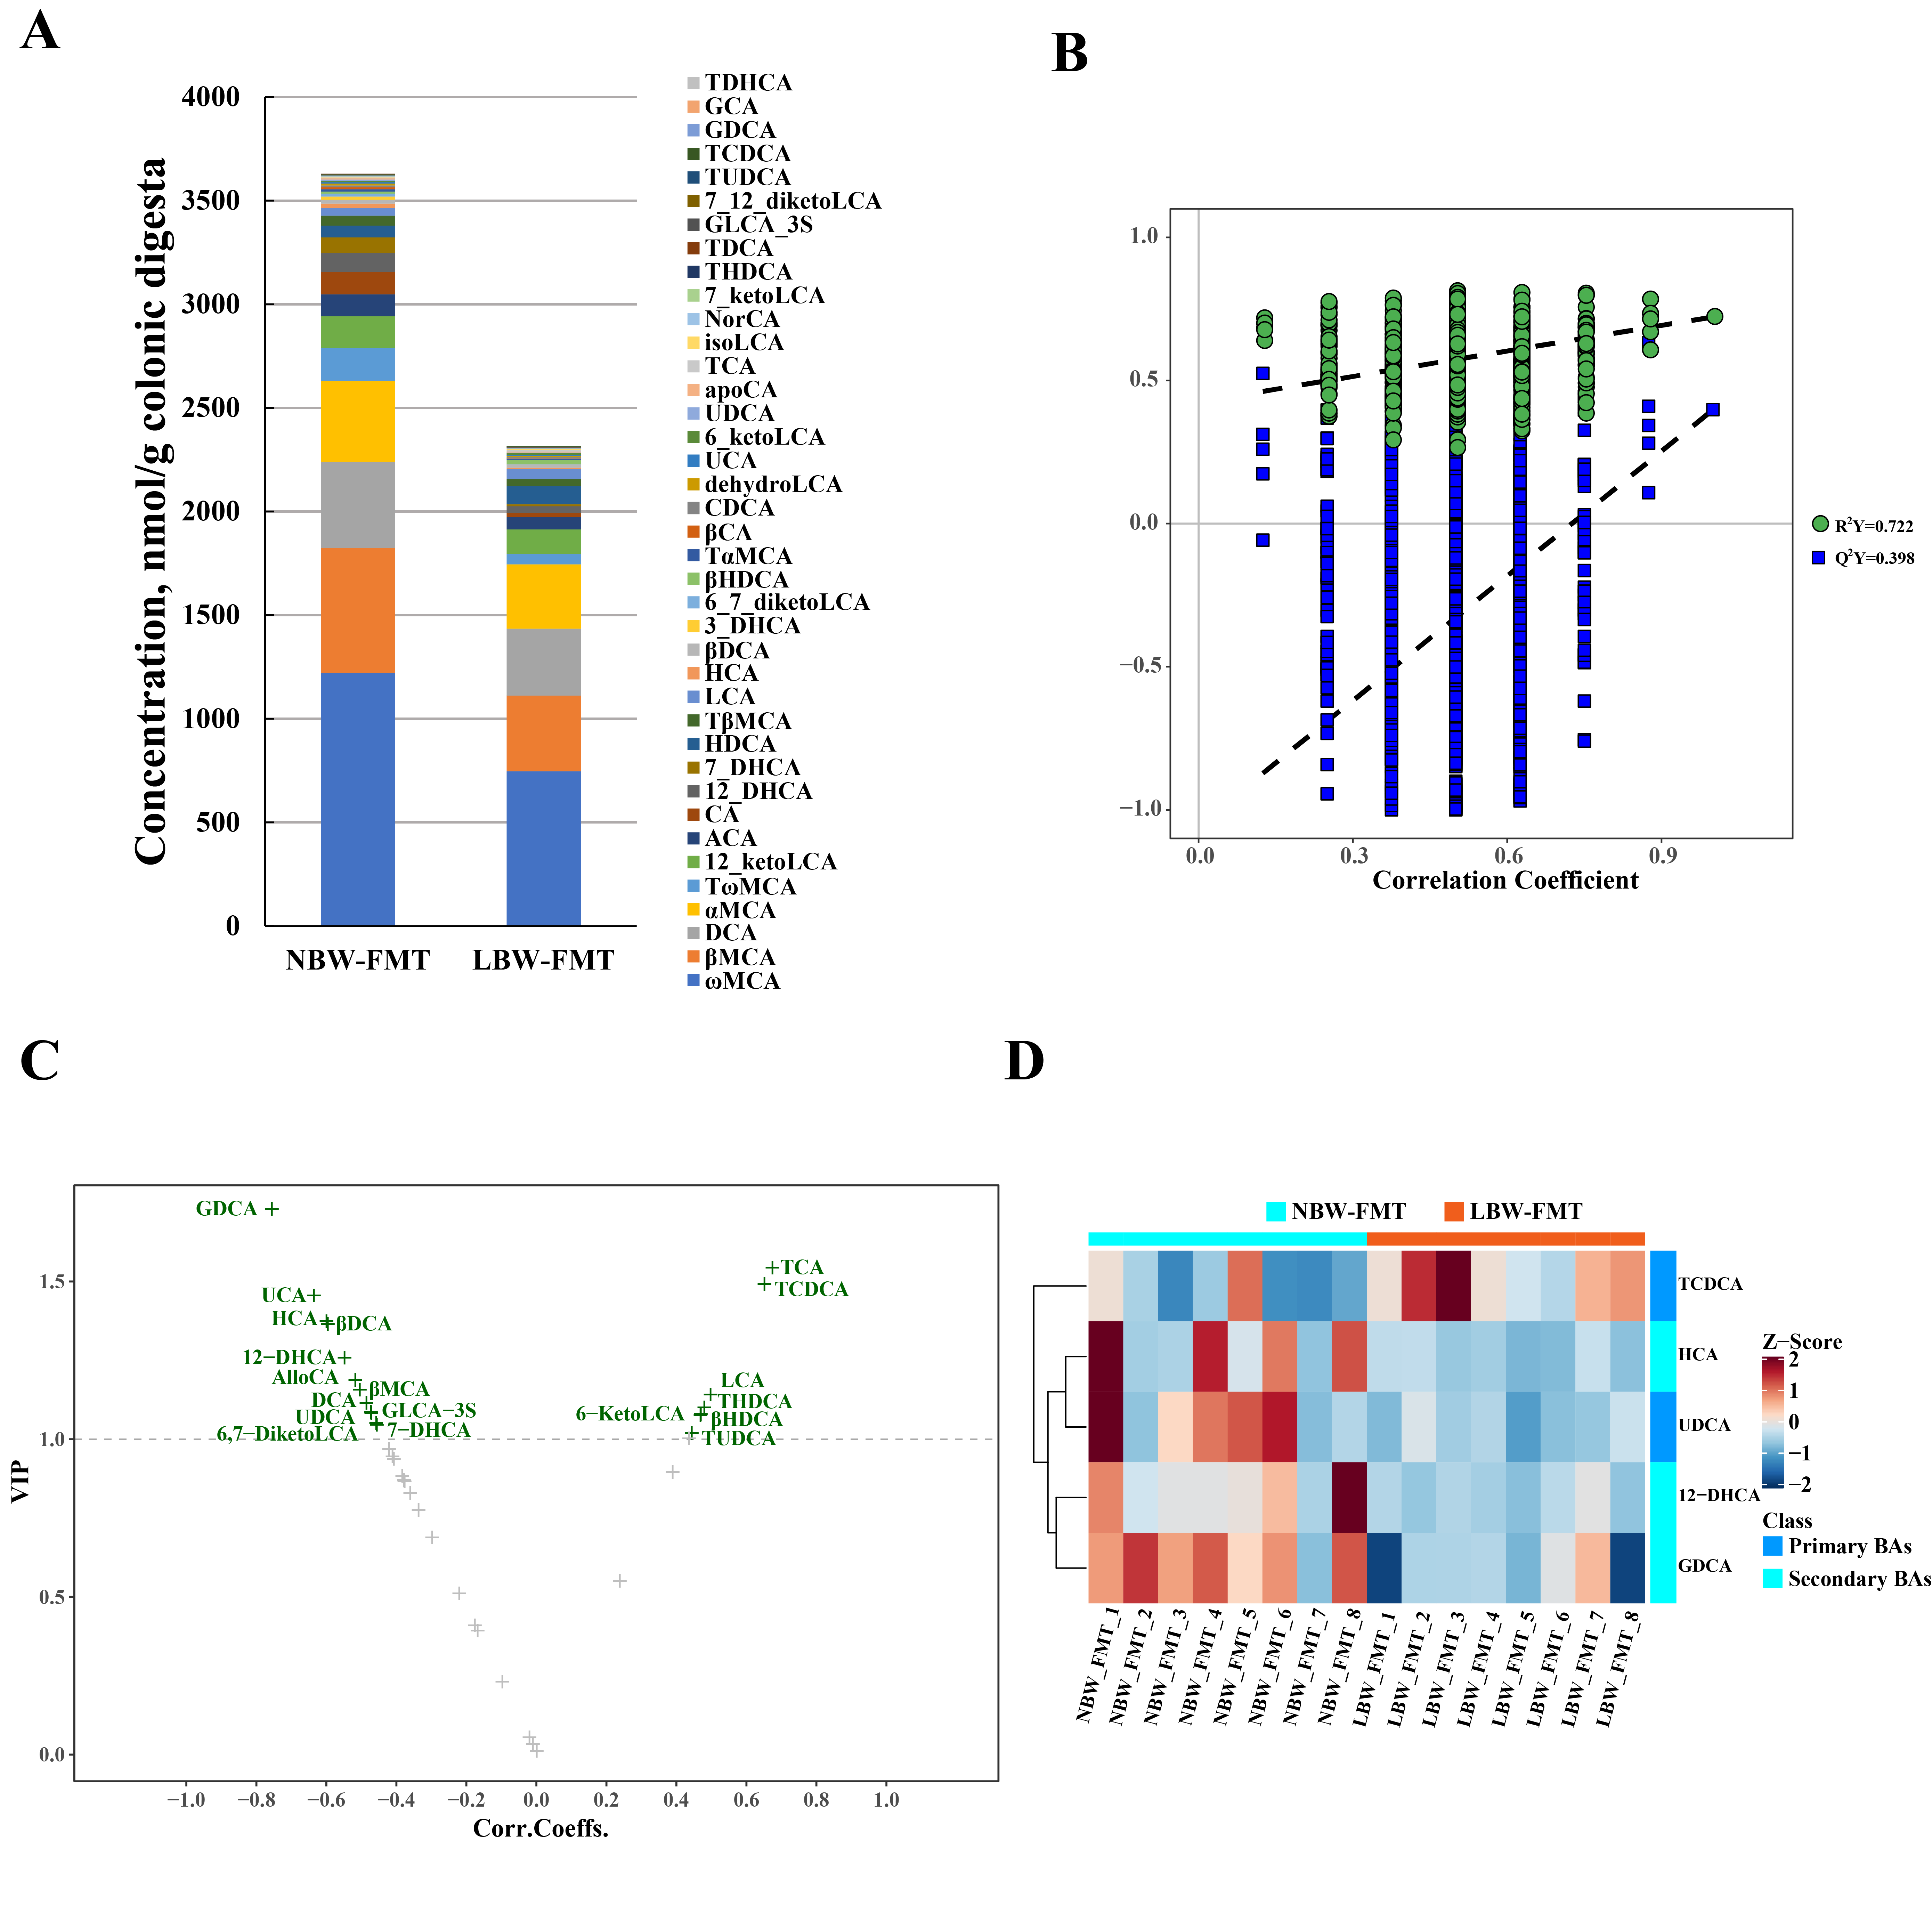
**Supplemental Figure S5. Colonic BAs profiles of mice transplanted with the feces of LBW or NBW piglets (n = 8)**. (**A**) Relative abundances of different BAs in the colon of mice transplanted with the feces of NBW and LBW piglets. (**B**) Validation plot of the OPLS-DA model of the fecal BAs profiles. (**C**) Volcano plot of variable importance in projection (VIP) of different BAs based on the OPLS-DA model. (**D**) Z-Scores of five highly differentially abundant colonic BAs in individual animals. LBW-FMT, mice transplanted with the feces of LBW piglets; NBW-FMT, mice transplanted with the feces of NBW piglets.

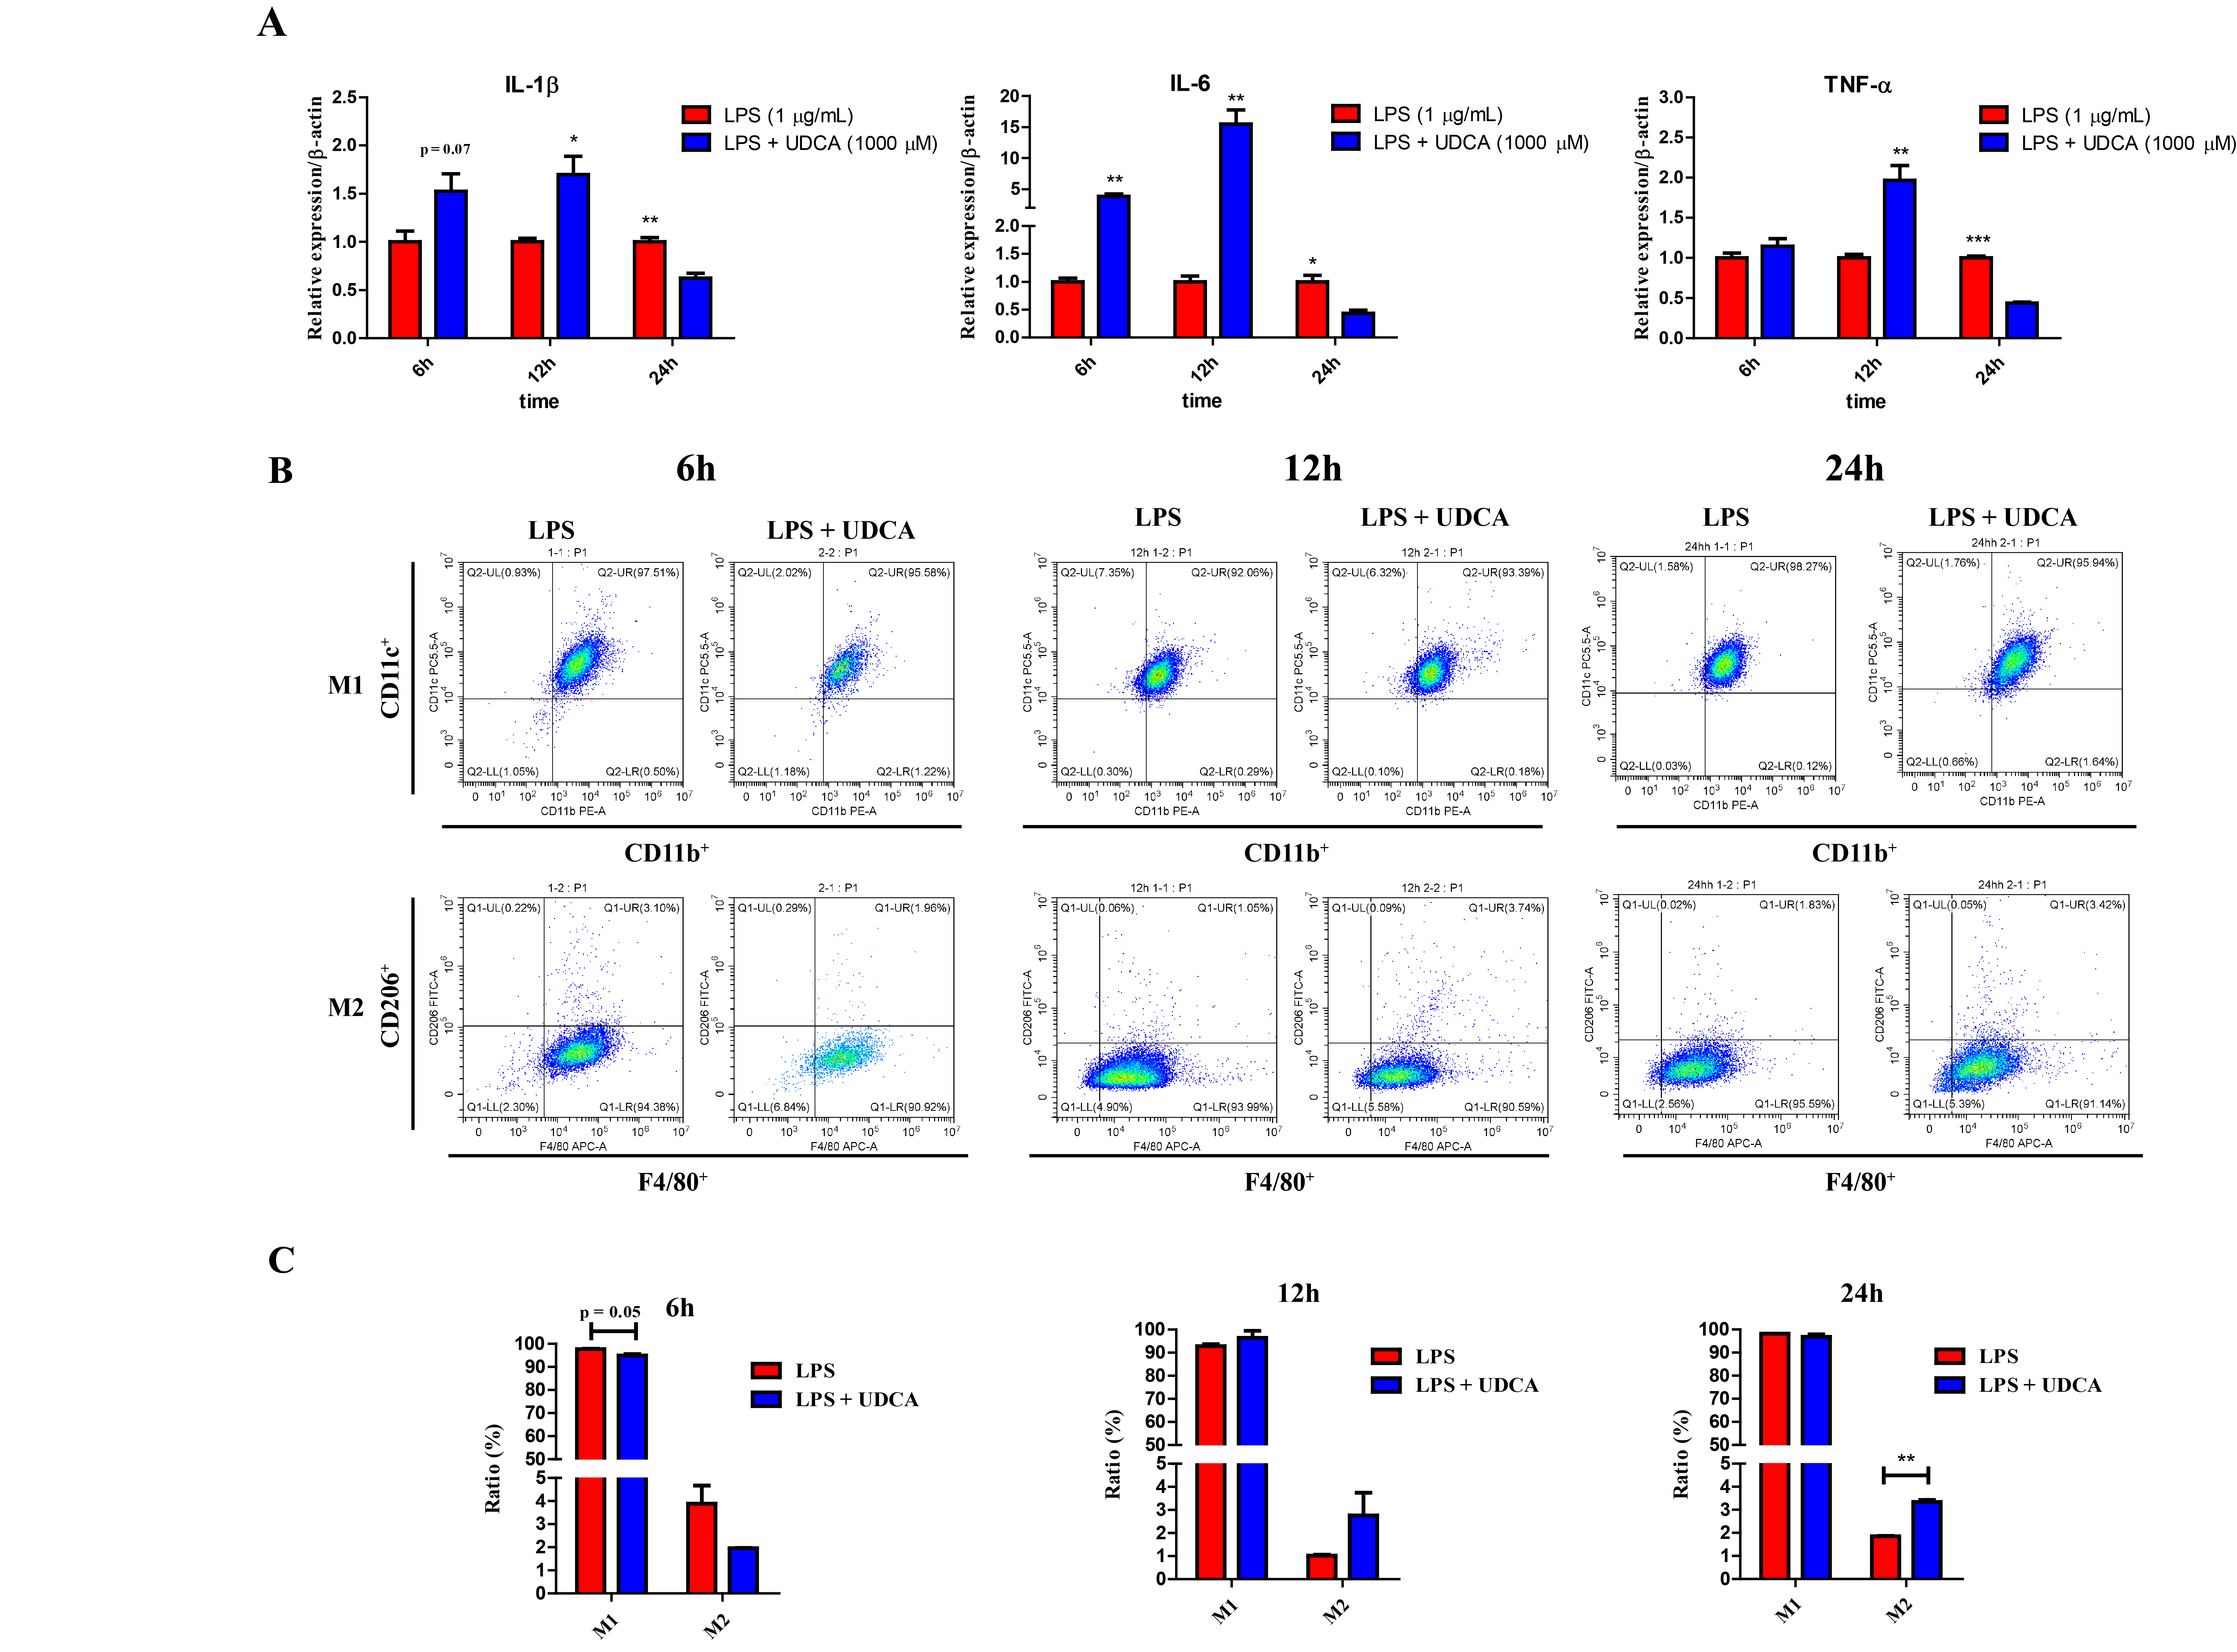
**Supplemental Figure S6. Effect of UDCA on inflammatory cytokines gene expression and macrophage polarization in J774A.1 cell**. (**A**) The mRNA expressions of three pro-inflammatory cytokine genes in J774A.1 cell in response to 1 μg/mL LPS with or without 1 mM UDCA. (**B**) The representative flow cytometry plots, (**C**) as well as the prevalence of M1 macrophages (CD11b^+^CD11c^+^) and M2 macrophages (F4/80^+^CD206^+^) in the J774A.1 cell in response to UDCA. Data are presented as means ± SEM. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

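RNA sequencing of J774A.1 mouse macrophages treated for 24 h with LPS (1 μg/mL) or with LPS (1 μg/mL) and UDCA (1 mM) was analysed, with 4 libraries per group. The authors deposited TPM per gene, with one column per library, kept to 2 decimals and with genes at 0 included. The unit was inferred from the values, since each column sums to a little under 1000000. The paper states that the libraries were sequenced on an Illumina HiSeq instrument and analysed on a commercial cloud platform, and it gives the thresholds of fold change and FDR. The sample labels name an Illumina TruSeq RNA kit for the libraries. Its text does not name the aligner, the counting program, the genome build or a test for the RNA sequencing in particular, and its section on statistics names one-way ANOVA with Tukey's test for all comparisons. Libraries were grouped by the sample labels and by Fig. 10, which compare LPS with LPS + UDCA, while the methods describe UDCA with or without LPS.

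A test on counts had been planned, with limma named for a table of normalized values, and limma was used because the table holds TPM. With limma 3.58.1 in R 4.3.3, log2(TPM + 1) of the 11796 genes with a mean of at least 1 TPM was fitted by lmFit and eBayes with a mean-variance trend. Genes were called at a fold change of at least 2 and a Benjamini-Hochberg FDR under 0.05. Gene lists with at least 5 tested genes were tested with camera at an inter-gene correlation of 0.01. Single genes were also compared by an exact permutation test over the 70 arrangements of 8 libraries, whose smallest 2-sided p is 0.029. TPM keeps no depth, so no counting error was computed. The replicate numbers shared by the groups come from the sample labels, and a fit with the replicate number as a block was made beside the fit without it.

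Genes were named by a rule: those the paper names for macrophages, the genes of Fig. 10D, the 5 highest and the 5 lowest log2 fold changes among genes past both thresholds with at least 10 TPM on average and no overlap between groups, and the highest and lowest members of each list past the thresholds. Genes named outside the rule were chosen after their values were seen, and the text says so. Positions, gene types and overlaps are from GENCODE M21 on GRCm38, which may not be the build the authors used, and 260 of the listed identifiers were not found in it. Words of 31 bases shared between transcripts of different genes, on either strand, were counted to find genes whose reads could be split between copies or overlapping genes.

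The procedure was tested on simulated data. In 11796 simulated genes, 99.5% of the 200 genes changed by a known fold change were called, as was 1 of the 11596 unchanged genes. Camera found a shifted list of 40 genes and passed 0 of 100 random lists. The simulated genes varied independently and few were changed, while in the data 72.5% of genes had an FDR under 0.05. The simulation therefore does not show how camera behaves for lists of genes that vary together. Alternatives covered the normalization, the filter on low values, the pseudocount, the replicate block, leaving out each library, the thresholds, the genes and scaling behind the share of variance, and the settings of camera. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.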

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

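The tests of the principal component and of the gene lists in this part were chosen after the results they bear on had been seen, and those on other divisions of the libraries before. In each group of 4 libraries, the gap between the outermost library and its neighbour was divided by the range of the group. Of 145 groups of values, 5 passed Dixon's 95% critical value, where chance gives 7.2, so such libraries were no more frequent than by chance. For Ccl2, LPS replicate 4 was highest (1270.01 TPM, ratio 0.881) and LPS + UDCA replicate 1 lowest (92.5 TPM, ratio 0.855). For C3, LPS replicate 1 was highest (4.65 TPM, ratio 0.855). For the pseudogene Gm49832, of whose 31-base words 99.3% occur in other genes, LPS + UDCA replicate 1 was highest (10.8 TPM, ratio 0.880).

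On PC2, LPS replicate 1 lay at 17.95, apart from the other LPS libraries (ratio 0.890). A candidate explanation is the assignment of reads shared between near-identical genes. In a principal component analysis of the 7713 tested genes with under 5% of their 31-base words in another gene, the ratio was 0.188, PC1 held 83.2% of the variance and PC2 3.82%. That is as the explanation would give, but it is weak support, because PC2 is another axis without those genes and most axes would show no library apart. Over all genes tested, 135 were listed at 0 in one library and at 10 TPM or more in another of the same group. Of those in the annotation, 70.9% had at least 50% of their words in another gene, against 9.42% of the genes tested. Some examples were chosen after their values were seen. Gm37750 was listed at 2261.49 TPM in LPS replicate 1 and at 3783.56 and 3872.26 TPM in LPS + UDCA replicates 1 and 3, and at 0 in the other 5 libraries. The mitochondrial gene mt-Co3 was listed at 253 TPM in LPS replicate 1 and at 0.24 TPM in LPS replicate 3, and 99.9% of its words occur in other genes. A 0 in this table need not mean that a gene is silent. No biological explanation was tested for the split on PC2.

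The paper does not report on the cell cycle, NRF2 target or integrated stress response genes of these libraries. All 43 tested cell cycle genes were lower with LPS + UDCA, 40 of them downregulated past both thresholds, with a median log2 fold change of -2.17 (adjusted p = 2.6e-20 from limma's camera). Plk1 fell most, and Bub1 least among those past the thresholds (log2 fold change -1.06). Of 17 NRF2 target genes, 14 were higher (median 0.74, adjusted p = 0.0016 from camera), with Srxn1 the highest (2.48). Past both thresholds, 5 of them were upregulated and 0 downregulated. Of 31 integrated stress response genes, 24 were higher (median 0.54, adjusted p = 0.0041 from camera), with Hspa5 the highest (1.74). Only 7 of the 31 were upregulated past both thresholds, and 1, Psat1, was downregulated (-1.18). Relative to the mean of the LPS libraries, the medians of the LPS + UDCA libraries were -2.20 to -2.18 for the cell cycle, 0.71 to 0.75 for the NRF2 targets and 0.38 to 0.59 for the stress response, each group of 4 apart from the LPS libraries (exact permutation test, p = 0.029).

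Among 10000 random lists matched on mean TPM, GC content and transcript length, the median of the cell cycle list was at percentile 0 and those of the NRF2 and stress response lists at percentiles 100 and 100. With median-of-ratios scaling and with the median of all genes tested taken off, the medians were -2.25, 0.65 and 0.45, so neither explanation accounts for these shifts. With the inter-gene correlation estimated, the adjusted p from camera was 0.07, 0.07 and 0.46. Over all alternatives it ranged from 5.3e-35 to 0.07, from 1.1e-05 to 0.07 and from 1.3e-04 to 0.46. The lists tested include those of Fig. 10C and Fig. 10D, which the paper chose from these same data, and both passed. In the actual division 8 of 16 lists passed, and 3 of the 35 divisions of the libraries, the actual one included, gave at least as many. Among the 8 divisions that part all same-numbered libraries, 2 did, and with 8 divisions no share under 0.05 is possible. These tallies cannot decide whether the number of lists sets the treatment apart. Divisions that keep most libraries of each treatment together still carry part of the treatment difference. Apart from the actual one, divisions with lists passing held 19.1% to 24.1% of the total sum of squares between their groups. The divisions in which 0 lists passed held 4.48% to 6.56%. UDCA may slow the division of these cells and raise stress responses. That is a hypothesis found and tested on the same data.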

How the results depend on the processing

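Added after seeing the data were median-of-ratios scaling, rescaling of the columns to a sum of 1000000, and all genes above 0 TPM together with a pseudocount of 0.1 or 0.01. DESeq2's size factors, total-count scaling, upper-quartile factors, limma-voom and TMM-normalized counts against TPM were not run, because the table holds TPM only, and limma's treat stood in for edgeR's glmTreat.

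With the replicate number as a block (mean correlation of same-numbered pairs 0.088), 1034 genes were upregulated and 1000 downregulated, and 8 gene lists passed, as without it. The lists of Fig. 10C and Fig. 10D, chosen by the paper from these data, are among the 8. The 1028 upregulated and 995 downregulated genes became 4741 and 3807 without a fold change minimum, 358 and 531 with treat, 2211 and 1578 with all genes above 0 and a pseudocount of 0.1, and 2440 and 1680 with a pseudocount of 0.01. Across the 8 fits that each left out one library they ranged from 971 to 1130 and from 964 to 1031. The other alternatives stayed within 1.5 times. Of the 2023 called genes, 1827 were also called with quantile normalization, 1849 with median-of-ratios scaling and 1549 with at least 1 TPM in every library. Upregulated genes made up 50.8% of the calls, 44.6% with quantile normalization and 43.2% with median-of-ratios scaling.

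All 67 named genes tested kept their direction and their side of an FDR of 0.05 in the 1126 fits of single genes that could be made. The share of variance between groups passed its exact test in every alternative and was 68.8% to 70.4% without one library. Of the bile acid receptor, flow cytometry marker and reference genes, 2 passed both thresholds. With a pseudocount of 0.1 alone 3 did, as without LPS + UDCA replicate 1, 3 or 4. With all genes above 0 and a pseudocount of 0.1 or 0.01, 4 did.

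With the inter-gene correlation estimated, 0 lists passed, where 8 had, and 4 had an unadjusted p under 0.05. The cytokine and chemokine list (median -0.65) no longer passed there, nor without the Fig. 10C genes (median -0.33). With all genes above 0 its median was -0.025, and -0.18 and -0.20 with a pseudocount of 0.1 or 0.01 in addition, and it passed in all of these. Medians that changed sign were near 0 and past no threshold. The Toll-like receptor list, at -0.058, was at 0 with all genes above 0, and at 0 with a pseudocount of 0.1 in addition, at 0.068 with at least 1 TPM in every library and at 0.15 without the Fig. 10C genes. The TNF list, at 0.055, was at -0.077 with at least 1 TPM in every library, at -0.023 with median-of-ratios scaling and from -0.023 to 0.083 without one library. The interferon list ranged from -0.053 to 0.043 without one library. With median-of-ratios scaling the M1 marker list was at -0.011 and the sterol synthesis list at -0.012. Apart from these and from the fits without one library, 9 values of other results no longer passed and 28 moved by more than their spread. With all genes above 0 and a pseudocount of 0.01, the median log2 fold change of all genes tested was 0.20, where it had been 0.082. The cause was not tested. The unknown depth limits what can be said of genes listed near 0.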

Differences from the paper's values

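The fold change minimum was set on TPM + 1 here, which is stricter for genes with low TPM, and the paper's text does not name its scale. The paper reports 1948 upregulated genes, and 1028 were found here. Of the alternatives set before the data were examined, the pseudocount of 0.1 came within 1.5 times of the paper's number, with 1444. The others did not: quantile normalization (874), all genes above 0 (1044), at least 1 TPM in every library (763), the replicate block (1034), leaving out a library (971 to 1130), no fold change minimum (4741), treat (358) and an FDR under 0.01 (1005). The paper reports 2099 downregulated genes, and 995 were found here. None of the alternatives set before the data were examined came within 1.5 times, with 1232 for the pseudocount of 0.1, 1087 for quantile normalization, 1010 for all genes above 0, 788 for at least 1 TPM in every library, 1000 for the replicate block, 964 to 1031 without a library, 3807 without a fold change minimum, 531 for treat and 982 for an FDR under 0.01. With all genes above 0, 2211 and 1578 genes were up- and downregulated at a pseudocount of 0.1 and 2440 and 1680 at 0.01, all within 1.5 times of the paper's numbers, and both settings were chosen after seeing the values.

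The shares of variance in Fig. 10A are about 64% for PC1 and about 8.0% for PC2, read by eye. They were 69.0% and 7.34% here, and 64.2% and 7.96% with all genes above 0.

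The ratios of mean TPM, LPS + UDCA over LPS, of the 9 genes of Fig. 10C were all within 1.5 times of those in the figure. For Il1b and Ccl3 they are about 0.67 and about 0.62 in Fig. 10C, read by eye, and were 0.661 and 0.611 here, so neither falls by 2-fold in the figure or here. With quantile normalization Ccl3 passed that minimum here (log2 fold change -1.05).

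The paper lists TNF, Toll-like receptor and NF-κB signaling and cytokine receptor interaction as downregulated. For TNF, Toll-like receptor and NF-κB signaling and for receptors, the lists used in their place had median log2 fold changes of 0.055, -0.058, 0.25 and -0.21, none past the threshold of camera in any alternative. Camera asks for a shift in one direction, while the paper's figure shows enrichment of pathways. Downregulated past both thresholds were 10 of 69, 8 of 50, 7 of 52 and 11 of 45 genes, and upregulated 11, 7, 7 and 3. Of all 11796 genes tested, 995 were downregulated and 1028 upregulated. Whether the lists hold more called genes than others was not tested, so camera does not decide on enrichment. The last of the paper's pathways takes in ligands too, and these were lower here, with a median of -0.65 for cytokines and chemokines (adjusted p = 0.0018 from camera) and -0.88 for chemokine ligands (adjusted p = 0.006 from camera). Without the Fig. 10C genes neither passed, with medians of -0.33 and -0.30 (adjusted p = 0.27 and 0.95 from camera), nor with the inter-gene correlation estimated. Among the genes labelled in Fig. 10D, Il23a, Cd40, Mmp9, Il6, Lsp1 and C3 were upregulated past both thresholds here.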

Other observations

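The tests in this part were chosen after the results they bear on had been seen, except those on other divisions of the libraries, GC content, gene length, the most abundant genes, depth, reads shared among called genes and the summed TPM of olfactory and vomeronasal receptor genes.

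Technical explanations were weighed for the number of genes called. Of the 35 divisions of the 8 libraries into groups of 4, 1, the actual one, gave 2023 called genes, and the others gave at most 2. Among the 8 divisions that part all same-numbered libraries it was also 1 of 8, a number too small for a share under 0.05. After a smooth trend on GC content was taken off the log2 fold changes, a share of 0.776 of the called genes kept an absolute log2 fold change of at least 1, not far above the bound set for that test, and after a trend on transcript length 0.890 did. Without the 20 most abundant genes, which took 15.9% to 16.3% of the TPM with LPS and 18.5% to 18.8% with LPS + UDCA, 2101 genes were called. Among genes that share few 31-base words with others, 17.5% were called, against 17.1% of all genes tested. The smallest TPM step in low genes had a ratio of 1.02 between the groups, but TPM keeps no depth, so this could not settle whether the groups differ in depth.

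The paper reports that IL-6 mRNA, measured by RT-qPCR, was suppressed by UDCA at 24 h. In these libraries Il6 was higher in 4 of 4 LPS + UDCA libraries than in any LPS library, with 95.8 ± 7.67 TPM (SD, n = 4) with LPS and 241 ± 20.3 TPM with LPS + UDCA (log2 fold change 1.32, adjusted p = 3.5e-07 from limma). Annotated genes over an exon of Il6 lie on 0 strands, so reads of an overlapping gene do not account for it. The reference genes of RT-qPCR fell in 4 of 4 libraries, Actb by a log2 fold change of -0.58 (adjusted p = 4.7e-06 from limma) and Gapdh by -0.64 (adjusted p = 1.1e-06 from limma). Their values are uncertain, because 35.2% and 31.8% of their words occur in other genes. Set against a reference that falls, Il6 would appear higher still by RT-qPCR, so this fall does not account for the suppression in the paper.

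The paper reports by other assays that UDCA induced FXR and raised the share of M2 macrophages. FXR (Nr1h4) was listed at 0 in 7 libraries and at 0.040 TPM in LPS + UDCA replicate 4. TGR5 (Gpbar1) was listed at 0 in 7 libraries and at 0.070 TPM in LPS replicate 4. CD206 (Mrc1), one of the M2 markers, was listed at 0 or 0.010 TPM in every library. Without read counts these values set no detection limit. SHP (Nr0b2), a target of FXR, had 1.57 ± 0.330 TPM (SD, n = 4) with LPS and 0.30 ± 0.158 TPM with LPS + UDCA (exact permutation test, p = 0.029). The other M2 marker of the paper's flow cytometry, Adgre1, rose from 46.6 ± 3.97 to 114 ± 8.24 TPM (log2 fold change 1.27). CD11b (Itgam), an M1 marker there, had 176 ± 11.3 and 22.7 ± 2.504 TPM (log2 fold change -2.91), but 74.0% of its words occur in other genes. The other M1 marker there, CD11c (Itgax), had 0.593 ± 0.440 and 0.605 ± 0.160 TPM, with no difference found (exact permutation test, p = 0.8). Gm49368, which overlaps Itgam and was named after its values were seen, fell as Itgam did (log2 fold change -2.19).

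The 13 tested M2 marker genes had a median log2 fold change of -0.63 (adjusted p = 0.012 from limma's camera), with 10 lower, Il1rn the lowest (-3.37) and Vegfa the highest (1.16). The 15 M1 marker genes had a median of 0.068 (adjusted p = 0.95 from camera), and of 0.46 without the Fig. 10C genes (adjusted p = 0.61 from camera). Whether the M1 and M2 lists differ was not tested. The M2 median was at percentile 0.26 of 10000 matched random lists and at -0.72 under median-of-ratios scaling with the median of all genes taken off. With all genes above 0 the M2 median was -0.15 (adjusted p = 0.025 from camera). Across the alternatives the adjusted p of the M2 list from camera ranged from 0.0087 to 0.26. The list did not pass with the inter-gene correlation estimated or with at least 1 TPM in every library (0.056). The shift may rest on a few genes that vary together.

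Replication-dependent histone genes rose while the other cell cycle genes fell. They were selected by a symbol pattern written after the data were seen and corrected once after its first result because it had missed genes. Of 31 tested, 30 were higher and 20 upregulated past both thresholds (median log2 fold change 1.23). The sum over the 64 listed histone genes was 122.5 ± 5.59 TPM (SD, n = 4) with LPS and 296 ± 28.8 TPM with LPS + UDCA (exact permutation test, p = 0.029). The median was at percentile 100 of matched random lists and at 1.18 under median-of-ratios scaling with the median of all genes taken off. Most histone transcripts lack a poly(A) tail, so the carrying over of RNA without a tail is a candidate explanation. Of 10 other such RNAs, 6 entries were tested, some of them with the same values, and their median log2 fold change was 0.45, from -0.0054 to 1.41. That is below the histone median, but with at least 1 TPM in every library the histone median was 0.45, and it was 0.66 with all genes above 0. Among other genes whose RNA lacks a tail, the median was 1.29 for 34 tested snoRNA genes, 2 of them upregulated past both thresholds, and -0.32 for 22 snRNA genes. These RNAs do not move together, and the explanation remains open.

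Some classes of non-coding genes rose as well. Of 460 tested lincRNA and antisense genes, 320 were higher (median log2 fold change 0.51), at percentile 100 of 10000 lists of protein-coding genes matched on mean TPM. Their shares of the TPM differed. That of antisense genes rose from 0.175% with LPS to 0.278% with LPS + UDCA, while that of lincRNA genes did not rise (0.854% and 0.851%). The median was 1.29 for 34 snoRNA genes, 1.14 for 20 miRNA genes, 0.85 for 38 genes of bidirectional promoter lncRNA, 0.84 for 86 genes of the TEC class and 0.45 for 140 processed transcripts. It was -0.32 for 22 snRNA genes, -0.092 for 16 miscellaneous RNA genes and -0.0049 for 351 processed pseudogenes, which did not rise. That of the lincRNA and antisense genes was 0.31 with at least 1 TPM in every library and 0.032 with all genes above 0. The medians of the other classes were not computed under these filters. Past both thresholds, 2 snoRNA, 4 miRNA, 14 bidirectional promoter lncRNA, 25 TEC and 30 processed transcript genes were upregulated. In the same order, 0, 0, 1, 2 and 11 were downregulated. Genomic DNA in the libraries is a candidate explanation. Over 2003 olfactory and vomeronasal receptor genes, the summed TPM was 14.7 ± 1.60 (SD, n = 4) with LPS and 28.9 ± 7.03 with LPS + UDCA (exact permutation test, p = 0.029), and the lowest LPS + UDCA library exceeded the highest LPS library by 6.64 TPM, as genomic DNA would give. Per receptor gene the mean was 0.00734 and 0.0144 TPM. With each library's mean taken off every gene, 2026 genes were called and the lincRNA and antisense median was 0.506. That step cannot decide, because it took at most 0.0195 TPM off genes with a mean of at least 1 TPM. Genomic DNA spread evenly over the genes would add a similar amount to each of them, while the median rise of mean TPM over the lincRNA and antisense genes was 1.22 TPM. The receptor genes thus leave room for some genomic DNA. If it is spread evenly, its measured size is too small to account for the rise of the lincRNA and antisense genes tested. Uneven genomic DNA was not tested.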
